# Early Brain microRNA/mRNA Expression is Region-Specific After Neonatal Hypoxic-Ischemic Injury in a Mouse Model

**DOI:** 10.3389/fgene.2022.841043

**Published:** 2022-02-16

**Authors:** Eric S. Peeples, Namood-e Sahar, William Snyder, Karoly Mirnics

**Keywords:** encephalopathy, cerebellum, next-generation sequencing, striatum, cortex

## Abstract

**Background:** MicroRNAs (miRNAs) may be promising therapeutic targets for neonatal hypoxic-ischemic brain injury (HIBI) but targeting miRNA-based therapy will require more precise understanding of endogenous brain miRNA expression.

**Methods:** Postnatal day 9 mouse pups underwent HIBI by unilateral carotid ligation + hypoxia or sham surgery. Next-generation miRNA sequencing and mRNA Neuroinflammation panels were performed on ipsilateral cortex, striatum/thalamus, and cerebellum of each group at 30 min after injury. Targeted canonical pathways were predicted by KEGG analysis.

**Results:** Sixty-one unique miRNAs showed differential expression (DE) in at least one region; nine in more than one region, including miR-410-5p, -1264-3p, 1298-5p, -5,126, and -34b-3p. Forty-four mRNAs showed DE in at least one region; 16 in more than one region. MiRNAs showing DE primarily targeted metabolic pathways, while mRNAs targeted inflammatory and cell death pathways. Minimal miRNA-mRNA interactions were seen at 30 min after HIBI.

**Conclusion:** This study identified miRNAs that deserve future study to assess their potential as therapeutic targets in neonatal HIBI. Additionally, the differences in miRNA expression between regions suggest that future studies assessing brain miRNA expression to guide therapy development should consider evaluating individual brain regions rather than whole brain to ensure the sensitivity needed for the development of targeted therapies.

## Introduction

Neonatal hypoxic-ischemic encephalopathy (HIE), which is the clinical phenotype resulting from perinatal hypoxic-ischemic brain injury (HIBI), is a devastating neurological injury resulting from decreased oxygen and blood flow to the brain around the time of birth. Despite widespread use of therapeutic hypothermia, nearly half of infants with moderate to severe HIE die or suffer from significant developmental disability (Jacobs et al., 2013). Given the continued high morbidity and mortality despite available therapy, novel supplemental therapies are desperately needed. One promising target that has shown potential in *in vivo* studies of HIBI is the modulation of microRNA (miRNA) expression (Li et al., 2019; Xiong et al., 2020).

MiRNAs are small non-coding RNAs that modulate gene expression through post-transcription silencing of messenger RNAs. One significant hurdle to designing miRNA-based therapies for neonatal HIBI is a lack of data describing the endogenous miRNA expression after neonatal HIBI. To date, there have been two studies that have profiled the serum miRNA changes in human newborns with HIE using high-throughput analyses using the same cohort but two different miRNA detection techniques (Looney et al., 2015; Casey et al., 2020). Between the two studies, the investigators identified at least 107 miRNAs that were significantly up- or downregulated in newborns diagnosed with HIE. The human studies, however, are understandably limited to only circulating blood levels and therefore may vary considerably based on the amount of systemic organ (heart, liver, kidney, etc.) injury that results from the hypoxic-ischemic injury (Michniewicz et al., 2020). Our group recently profiled the temporal changes in brain miRNA expression at 24 and 72 h after neonatal HIBI (Peeples et al., 2022); however, no study to date has assessed brain region-specific miRNA changes after injury.

The brain has been shown to have a unique baseline miRNA profile compared to other tissues, and each brain region also has a specific expression signature (Hua et al., 2009). These baseline differences may result in significantly different regional miRNA responses in disease processes, such as neonatal HIBI, that tend to preferentially affect certain regions of the brain more than others. Although all regions of the brain are exposed to the systemic hypoxia that is introduced in the unilateral carotid artery ligation HIBI model, the reduction in blood flow resulting in the ischemic injury does not affect all brain regions equally. In one of the initial descriptions of this model by Dr. Vannucci, his group described the most significant reductions in regional blood flow as occurring in the striatum and thalamus (2–3 times the reduction seen in areas such as the subcortical white matter), which correlated closely with the distribution and extent of ischemic neuronal necrosis that was primarily seen in the striatum, thalamus, and posterior cortical regions (Vannucci et al., 1988). At the same time, Dr. Vannucci’s group noted no change or increased blood flow to the cerebellum and brainstem after HIBI in this model, consistent with an injury produced by occluding only the anterior cerebral circulation (carotid artery). Injury to the thalamus and basal ganglia have been consistently associated with poorer outcomes after HIBI (Martinez-Biarge et al., 2011; Cheong et al., 2012); thus, assessing miRNA expression in different regions may provide further insight into the development of adverse outcomes after HIBI.

Based on this knowledge of the variable blood flow distribution and injury, the goal of the current study was to evaluate the brain region-specific miRNA changes after neonatal HIBI in a mouse model. The primary regions of interest were chosen as the cortex, striatum/thalamus, and cerebellum. We hypothesized that the miRNA profile would differ between the cortex and striatum/thalamus and that the cerebellar miRNA expression would be distinct from both of the other regions given its relative protection from ischemic injury in this model. As described above, all of the human studies were obtained immediately after delivery (i.e., cord blood) (Looney et al., 2015; Casey et al., 2020), but previous studies in the piglet model of neonatal HIBI have demonstrated that many miRNAs do not reach peak dysregulation until around 1 h after injury (Garberg et al., 2017; Casey et al., 2020). As such, to allow for comparison with the previous clinical studies (of cord blood at 0 min after injury) but also ensure time for miRNA dysregulation to occur (peak at 60 min after injury), the region-specific miRNA levels assessed in this study were all obtained at 30 min after injury, consistent with the timing used in other similar studies (Yuan et al., 2010; Garberg et al., 2017).

## Materials and Methods

This study protocol was reviewed and approved by the University of Nebraska Medical Center Institutional Animal Care and Use Committee. Timed pregnant CD1 mouse dams were obtained from Charles River Laboratory (Wilmington, MA). The CD1 strain was chosen due to the high rate of moderate-to-severe injury and low mortality after HIBI (Sheldon et al., 1998). Because the overall goal of this research was to identify potential miRNA targets for therapeutic intervention rather than the identification of biomarkers that can differentiate between hypoxia and HIBI or between levels of HIBI severity, the study was not powered to stratify by severity and a hypoxia-only group was not used. After delivery, pups were maintained in a 12-h light and 12-h dark environment with the dam and littermates. At postnatal day 9, pups of both sexes were randomized to HIBI or control (4 pups/group). The HIBI groups were induced with 5% isoflurane and then were anesthetized with 2.5% isoflurane. Analgesia was provided by injection of 2 mg/kg bupivacaine at the incision site. A small vertical incision was made in the midline of the ventral neck and the neck was dissected in order to identify, isolate, and cauterize the right common carotid artery (Sheldon et al., 1998). Surgeries took no longer than 5 min. The control group underwent the same anesthesia, analgesia, and dissection, but the neck was closed without vessel ligation. Pups were maintained at normothermia (34–36°C skin temperature with infrared thermometry (Goodrich, 1977; Mei et al., 2018)) throughout surgery and recovery. Once the pups were fully recovered, they were returned to the dam and littermates for a 2-h recovery period. After recovery, groups were again separated, and the HIBI group underwent 30 min at 8% oxygen in a hypoxia chamber (BioSpherix, Parish, NY) at normothermia while the sham control group spent the same 30 min separated from the dam but in a warm normoxic environment.

At 30 min after injury, pups were euthanized, the brain extracted quickly and the hemispheres separated. Each hemisphere was further dissected into three regions—cortex, striatum/thalamus, and cerebellum—and then immediately frozen on dry ice and stored at −80°C until analysis. The entire cortex was used for these analyses. The hippocampus was also dissected out but was not able to be analyzed due to low miRNA yield. Regional brain tissue was then homogenized using a dounce homogenizer with Qiazol Lysis Reagent (Qiagen, Hilden, Germany) and the RNA extracted using the RNeasy Lipid Tissue Mini kit (Qiagen) per the manufacturer instructions. The RNA concentration and integrity was determined through spectrophotometry (DeNovix DS-11, Wilmington, DE). Only samples with ratios of 260/280 nm absorbance >1.9 were used for analyses.

The RNA samples then underwent further quality confirmation through parallel capillary electrophoresis on a Fragment Analyzer (Agilent, Santa Clara, CA) and then were processed for high-throughput sequencing. For miRNA-Seq, libraries were prepared from 200 ng RNA per sample with the NEXTFLEX Small RNA Kit (PerkinElmer, Waltham, MA) per the manufacturer’s instructions. The libraries were then sequenced on the Illumina NextSeq 550 platform (San Diego, CA). For the mRNA analyses, RNA samples underwent the CodeSet Hybridization protocol with the nCounter Mouse Neuroinflammation probes (Nanostring, Seattle, WA) overnight and then transferred to the nCounter MAX/FLEX (Nanostring) device for analysis.

mRNA panel findings were validated by qPCR for the mRNAs that were highly differentially expressed and/or were previously reported to have biological relevance in neonatal HIBI. The High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) was used to generate cDNA from 1 µg of RNA. qPCR was performed using the PowerUp SYBR Green Master Mix (Applied Biosystems, Waltham, MA) with specific primers for each of the target mRNAs (shown in Table 1). The expression of four housekeeping genes (GAPDH, HPRT1, PGK1 and RPLPO) and the efficiency of the primer pairs were examined in samples from HIBI and controls. HPRT1, PGK1 and RPLPO were uniformly expressed between the different experiment conditions but the PGK1 primer pair had the best percent efficiency of 104%, so cycle threshold (Ct) values were normalized to the housekeeping gene PGK1 and expression levels were calculated by the ΔΔCt method (Livak and Schmittgen, 2001). For validation of miRNA-Seq findings, we performed qPCR on five miRNAs: mmu-miR-128-2-5p, mmu-miR-155-5p, mmu-miR-1969, mmu-miR-335-5p, and mmu-miR-6240. We performed qPCR on eight brains per group. miRCURY LNA Reverse Transcription Kit (Qiagen) was used to generate cDNA from 200 ng of RNA. We performed qPCR using the miRCURY LNA SYBR Green qPCR kit (Qiagen) with manufacturer generated primers for each of the target mature miRNAs. Values were normalized to U6 as an endogenous control. Expression fold-change in the HIBI group compared to controls was reported after log_2_ transformation. All qPCR samples were run in triplicate.

**TABLE 1:** Sequences for each messenger RNA (mRNA) quantitative polymerase chain reaction primer.

mRNA	
ATF3 Forward	CCA​GGT​CTC​TGC​CTC​AGA​AG
ATF3 Reverse	CAA​AGG​GTG​TCA​GGT​TAG​CAA
BDNF Forward	ATT​AGC​GAG​TGG​GTC​ACA​GC
BDNF Reverse	TCA​GTT​GGC​CTT​TGG​ATA​CC
EGR1 Forward	GAG​CAC​CTG​ACC​ACA​GAG​TC
EGR1 Reverse	CGA​GTC​GTT​TGG​CTG​GGA​TA
FOS Forward	GGT​GAA​GAC​CGT​GTC​AGG​AG
FOS Reverse	CCT​TCG​GAT​TCT​CCG​TTT​CT
NFKB2 Forward	GGC​CGG​AAG​ACC​TAT​CCT​AC
NFKB2 Reverse	AGG​TGG​GTC​ACT​GTG​TGT​CA
SOCS3 Forward	GGT​CAC​CCA​CAG​CAA​GTT​TC
SOCS3 Reverse	GGT​ACT​CGC​TTT​TGG​AGC​TG
SRXN1 Forward	ATG​TAC​CTG​GGA​GCA​TCC​AC
SRXN1 Reverse	GCT​GCA​TGT​GTC​TTC​TGA​GC

For miRNA sequencing, results were aligned to mature mouse miRNA from miRBase using bowtie2 alignment, and differential expression analysis performed using EdgeR. A false discovery rate <0.05 or *p*-value < .05 was considered significant. Those miRNAs with inverse differential expression in the cortex and striatum/thalamus compared to cerebellum suggested specificity for ischemia, given that the cerebellum undergoes hypoxia but not ischemia in this model. Those with similar direction of differential expression in all three regions were suggested to be primarily affected by the systemic hypoxic injury. For Nanostring mRNA analyses, data were uploaded to nSolver for normalization and analysis. Expression pattern relationships between the three regions were assessed using unsupervised two-way (gene vs. sample) hierarchical clustering based on Euclidian distance using the Morpheus program (Broad Institute, Cambridge, MA). Correlation between Nanostring high-throughput results and qPCR were performed using linear regression with Prism version 9.2.0 (GraphPad, La Jolla, CA). Goodness of fit was determined using the R^2^ value.

The miRNA KEGG pathway analyses were performed using Diana Tools (Vlachos et al., 2015) using Tarbase annotations, a *p*-value threshold of .05, and enrichment analysis by Fisher’s exact test with hypergeometric distribution. The mRNA KEGG pathway analyses were performed using Ingenuity Pathway Analysis (Qiagen). For both analyses, pathway data were stratified by -log (*p*-value). Network visualization of mRNA-mRNA and miRNA-mRNA networks were obtained using Cytoscape (Institute for Systems Biology, Seattle, WA). The mRNAs demonstrating significant differential expression in each region were mapped to the BioGRID *Mus musculus* interactions archive (version 4.4.200). The nodes from the significant mRNAs were selected, and networks were generated using two degrees of connection (undirected) between those mRNA and the other mRNA included in the Nanostring Neuroinflammation panel. Those mRNAs with less than two connections were excluded from the network. Node fill color relates to the log fold change of mRNA in hypoxic-ischemic brain injury compared to controls. The same process was used for the miRNA-mRNA networks, with the following exception: starting with the miRNAs that demonstrated significant differential expression, the miR2Gene pathway analysis (Qiu et al., 2011) was used to predict miRNA-mRNA interactions.

## Results

Figure 1 demonstrates the miRNAs with significant differential expression after neonatal HIBI compared to controls in each region. 

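The miRNA-Seq data came from 4 pups with HIBI and 4 sham control pups. The right cortex, striatum/thalamus, and cerebellum of each of the 8 pups were sequenced, which gave 24 libraries. At postnatal day 9 the right carotid artery was cauterized in the HIBI group and left open in the sham group, and after 2 h of recovery the HIBI pups spent 30 min at 8% oxygen. Tissue was taken 30 min after the injury, and each library was made from 200 ng of RNA. The authors aligned the reads to mature mouse miRNAs from miRBase with bowtie2 and deposited the number of reads counted on each mature miRNA in each library, without normalization. The paper's text does not name the miRBase release or the rule for reads that match several miRNAs, so reads of near-identical miRNAs may have been split or assigned in part to one of them. The table of each region listed 1551 mature miRNAs, of which 1531 were mouse and 20 were named for the castor bean. The castor bean entries held 84 counts over the 24 libraries (0.000156% of all counts) and were left out. In the cerebellum, the mouse miRNA counts per library ranged from 1733810 to 2940887 in the sham group (median 2396825.5) and from 1254185 to 2452740 in the HIBI group (median 2165607.5). Those of the striatum/thalamus ranged from 1607306 to 2373239 in the sham group (median 2058329) and from 1272808 to 2368665 in the HIBI group (median 1857952.5). In the cortex they ranged from 2160270 to 3406624 in the sham group (median 2905591.5) and from 1812883 to 3049198 in the HIBI group (median 2387060.5). No 2 libraries of a group differed by less than the sampling noise. The closest pair, the HIBI cortex libraries of pups 5 and 7, had a chi-square of 31.0 per degree of freedom. The 8 libraries of each region were compared from the counts with edgeR's quasi-likelihood test after TMM normalization, over the miRNAs with an average above 10 reads after scaling each library to a common total (CPM). A miRNA was counted as differentially expressed by the criteria of Figure 1, a fold change above 1.5 and an unadjusted p-value under 0.05. The test, the normalization, and the CPM minimum each changed the number of miRNAs counted. Levels are given as CPM after TMM normalization. Single miRNAs were also compared with a two-sided exact permutation test of log2(CPM + 1), which has 70 arrangements of 4 against 4 pups and cannot give a p-value below 0.0286.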

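In the cerebellum, 34 of the 434 miRNAs tested met the criteria (16 higher and 18 lower in the HIBI group). Of 436 miRNAs in the striatum/thalamus, 12 did (11 higher and 1 lower), and in the cortex, 14 of 410 (13 higher and 1 lower). Without the fold change criterion, 44, 14, and 19 miRNAs had an unadjusted p-value under 0.05. With Benjamini-Hochberg adjustment of the p-values of edgeR's quasi-likelihood test, no miRNA fell under 0.05 in the cerebellum (smallest adjusted p = 0.432) or the striatum/thalamus (smallest adjusted p = 0.980), and miR-3963 alone did in the cortex (adjusted p = 0.0222). The HIBI and sham libraries did not overlap for 16 miRNAs in the cerebellum, 10 in the striatum/thalamus, and 17 in the cortex, which is 3.69%, 2.29%, and 4.15% of the miRNAs tested, where chance gives 2.86%. The counts moved most when 1 pup was left out or the CPM minimum was lowered. Without sham pup 6, 82 miRNAs were counted in the cerebellum, and without HIBI pup 5, 38 were counted in the striatum/thalamus (17 higher and 21 lower). With an average above 1 CPM, 41 were counted in the cortex. In the cerebellum the share of higher miRNAs depended on the scaling and on single pups. It was 47.1% with TMM normalization, 80.4% (41 of 51) with scaling by library size only, and 15.2% (7 of 46) with upper quartile normalization. With a pup left out it ran from 22.2% (pup 2) to 61.2% (pup 7). In the authors' deposited table, 38 miRNAs met the criteria in the cerebellum (16 higher and 22 lower), 13 in the striatum/thalamus (12 higher and 1 lower), and 20 in the cortex (18 higher and 2 lower), with the average CPM taken from the counts. With the average log2 CPM of the authors' deposited table in its place, 40, 12, and 21 miRNAs met them.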

There were 39 miRNAs that were differentially expressed in the cerebellum (16 upregulated; 23 downregulated), 12 in the striatum/thalamus (11 upregulated; 1 downregulated), and 21 in the cortex (18 upregulated; 3 downregulated). In all, 61 unique miRNAs demonstrated significant differential expression in one or more region studied (shown in Figure 2A); nine of which had significant differential expression in more than one region. Of those miRNAs affected in multiple regions, miR-410-5p, -1264-3p, -1298-5p, -5,126, and -34b-3p all had inverse differential expression in the cortex and striatum/thalamus compared to the cerebellum. 

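Over the 3 regions, 54 miRNAs were counted as differentially expressed in at least 1 region, of which 49 are shown in Figure 1. Of the 54, 50 were counted in 1 region only and 4 in more than 1 region. MiR-3963 and miR-3473a were counted in all 3 regions, miR-1298-5p in the striatum/thalamus and cortex, and miR-5126 in the cerebellum and cortex. By pairs of regions, 3 miRNAs were shared by the cerebellum and cortex, 2 by the cerebellum and striatum/thalamus, and 3 by the striatum/thalamus and cortex. The number in more than 1 region was 8 with DESeq2 and 8 with edgeR's likelihood ratio test in place of the quasi-likelihood test. It was 2 without pup 2 and 11 without pup 7. Since the same pups gave all 3 regions, the regional lists are not independent. Of the 35 ways to split the 8 pups into groups of 4, the true groups included, 17 gave at least 4 miRNAs in more than 1 region.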

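MiR-410-5p comes from a hairpin on chromosome 12 of GRCm38 from 109743715 to 109743795, in an exon of the long non-coding RNA Mirg. Its level in the cerebellum was 43.0 ± 10.7 CPM (SD, n = 4) in the HIBI group and 21.7 ± 11.1 (SD, n = 4) in the sham group, a log2 fold change of 0.99 (standard error 0.387). In the cortex it was 31.5 ± 23.9 CPM in the HIBI group and 58.1 ± 10.6 in the sham group, a log2 fold change of -0.87 (standard error 0.423). Its log2 fold change in the striatum/thalamus was -0.31 (standard error 0.455), which turned to 0.03 without pup 4. MiR-1264-3p and miR-1298-5p lie in introns of Htr2c on chromosome X, from 147010601 to 147010686 and from 147064905 to 147065002. MiR-1264-3p rose from 7.35 ± 2.74 to 16.8 ± 11.0 CPM in the striatum/thalamus (log2 fold change 1.18, standard error 0.511) and from 9.40 ± 5.11 to 18.1 ± 7.14 in the cortex (0.93, standard error 0.437). In the cerebellum it was 24.6 ± 14.7 CPM in the sham group and 24.7 ± 13.3 in the HIBI group. Its log2 fold change there, -0.00273 (standard error 0.529), had no direction that the replicates could resolve, and it was 0.20 with scaling by library size only. MiR-1298-5p was lower in the cerebellum (929 ± 699 CPM in the sham group, 561 ± 203 in the HIBI group, log2 fold change -0.73, standard error 0.546). It was higher in the striatum/thalamus (180 ± 41.1 and 443 ± 368 CPM, 1.30, standard error 0.574) and in the cortex (160.5 ± 22.9 and 302 ± 153 CPM, 0.92, standard error 0.354). MiR-5126, on chromosome 1 from 84695839 to 84695915 and within no other annotated gene of the same strand, was lower in the cerebellum (561 ± 226 and 327 ± 102 CPM, -0.78, standard error 0.318) and higher in the cortex (141 ± 36.2 and 229.6 ± 68.1 CPM, 0.70, standard error 0.252). It differed by 0.03 in the striatum/thalamus (standard error 0.316) and by -0.13 after a correction for GC content. MiR-34b-3p, on chromosome 9 from 51103562 to 51103645 and within no other annotated gene of the same strand, was lower in the cerebellum (287 ± 153 and 168 ± 69.8 CPM, -0.78, standard error 0.391) and higher in the striatum/thalamus (254 ± 96.6 and 427 ± 37.2 CPM, 0.75, standard error 0.262) and cortex (78.6 ± 11.3 and 110.2 ± 43.8 CPM, 0.49, standard error 0.276). In the cerebellum the falls of miR-1298-5p and miR-34b-3p rested largely on sham pup 2, which had 1844 and 502 CPM. Without that pup the log2 fold changes were -0.16 and -0.36, and without sham pup 6 they were -1.15 and -1.05. The rise of miR-1298-5p in the striatum/thalamus was 0.84 without pup 5, and that of miR-34b-3p in the cortex was 0.27 without pup 5. With each of the 8 pups left out in turn, miR-1298-5p no longer had an unadjusted p-value under 0.05 in 5 fits in the striatum/thalamus and 3 in the cortex. The same was so for miR-5126 in 4 fits in the cerebellum and 1 in the cortex, for miR-410-5p in 3 in the cerebellum, and for miR-34b-3p in 1 in the striatum/thalamus. For miR-1264-3p in the striatum/thalamus it was so in 2 of the 7 fits in which its average stayed above 10 CPM, and also without pup 5, where it averaged 9.00 CPM and was kept in the fit. In the cortex miR-1264-3p passed in 4 fits.
By edgeR's quasi-likelihood test no fold change of these 5 miRNAs had a Benjamini-Hochberg adjusted p-value under 0.05 in any region, the smallest being adjusted p = 0.432. Their exact permutation p-values were lowest, at p = 0.0286, for miR-1264-3p and miR-34b-3p in the striatum/thalamus and miR-5126 in the cortex. By the unadjusted p-value, with the fold change criterion, miR-410-5p was counted in the cerebellum only, miR-1264-3p and miR-34b-3p in the striatum/thalamus only, miR-1298-5p in the striatum/thalamus and cortex, and miR-5126 in the cerebellum and cortex. The difference itself was tested with the interaction of region and injury in 1 model of all 24 libraries, as the mean effect in the striatum/thalamus and cortex minus the effect in the cerebellum. It was -1.51 on the log2 scale for miR-410-5p (standard error 0.574), 1.17 for miR-1264-3p (0.646), 1.96 for miR-1298-5p (0.724), 1.20 for miR-5126 (0.410), and 1.49 for miR-34b-3p (0.432). With Benjamini-Hochberg adjustment over the 9 miRNAs of Figure 2B alone, which were chosen on these same libraries and so are not independent evidence, edgeR gave adjusted p = 0.0332, adjusted p = 0.148, adjusted p = 0.0332, adjusted p = 0.0332, and adjusted p = 0.0182 in that order. With the pup as a block, miR-1298-5p had adjusted p = 0.106 by the same edgeR test. Over all 435 miRNAs none of the 5 had an edgeR adjusted p-value under 0.05 (smallest adjusted p = 0.151, and with the pup as a block adjusted p = 0.121). From the inverse direction in the cerebellum, which in this model is exposed to hypoxia but not to ischemia, the paper proposes that these miRNAs are specific to ischemia. Among its limitations the paper states that such a comparison cannot tell ischemia from a difference between regions. MiR-34b-3p is also in a list of choroid plexus and ciliated epithelium miRNAs, with medians of -0.63 in the cerebellum and 0.64 in the striatum/thalamus. Uneven choroid plexus between libraries stays open for it.

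**Figure D1:**
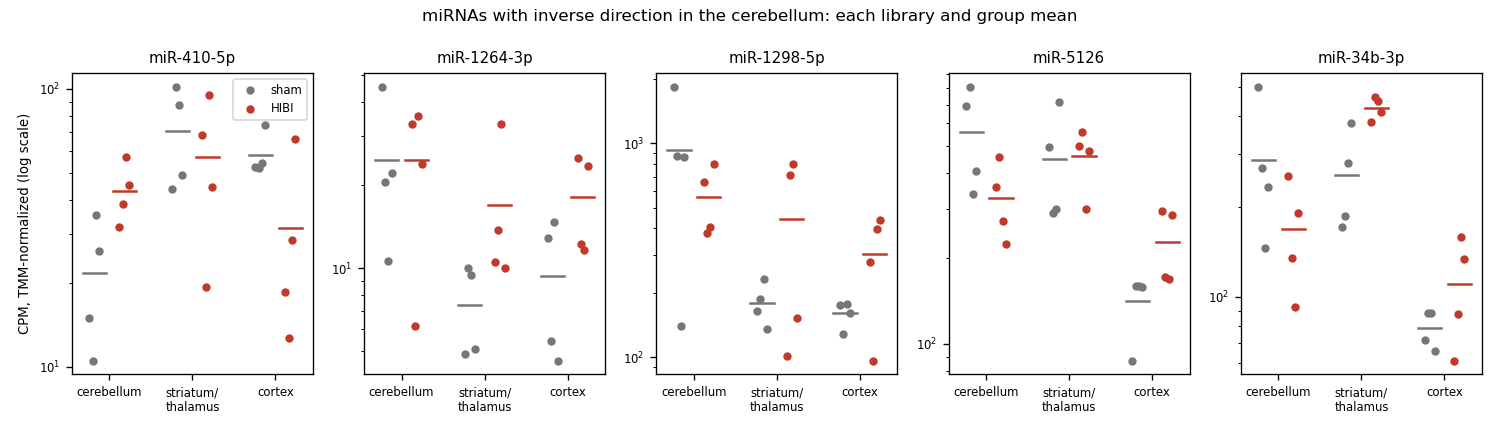
TMM-normalized CPM (log scale) of the 5 miRNAs in each sham (gray) and HIBI (red) library of the cerebellum, striatum/thalamus, and cortex, with a horizontal line at each group mean (n = 4). Groups overlap in most panels; in the striatum/thalamus the 4 HIBI libraries of miR-34b-3p, from 382 to 464 CPM, lie above every sham library (highest 379.8), and in the cerebellum the 2 group means of miR-1264-3p are nearly equal.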

MiR-6240, -3,963, -3473a, and -3473b all had differential expression in the same direction for the three regions (shown in Figure 2B). 

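The fold change was positive in all 3 regions for each of these 4 miRNAs, but the replicates carried it unequally. MiR-6240, from a hairpin on chromosome 5 of GRCm38 from 114851948 to 114852064 that lies within no other annotated gene of the same strand, had log2 fold changes of 1.76 (standard error 0.957) in the cerebellum, 0.73 (0.749) in the striatum/thalamus, and 1.20 (0.431) in the cortex. In the cerebellum its mean rested on 1 library. HIBI pup 1 had 634 CPM, while the other HIBI pups had 11.9 to 43.3 CPM and lay below every sham library (43.7 to 57.9 CPM). Without pup 1 its log2 fold change in the cerebellum was -0.93, and that in the striatum/thalamus was negative as well. MiR-3963, on chromosome 3 from 151023792 to 151023862, rose from 3.49 ± 1.24 to 20.4 ± 8.21 CPM in the cortex (SD, n = 4), a log2 fold change of 2.53 (standard error 0.414), and the 4 HIBI libraries were above the 4 sham libraries (exact permutation p = 0.0286). Its log2 fold change was 1.45 (0.658) in the cerebellum, from 6.10 ± 3.21 to 17.0 ± 17.1 CPM, and 1.17 (0.479) in the striatum/thalamus, from 10.4 ± 3.80 to 23.3 ± 13.5 CPM. The sham libraries of the cortex held 6 to 15 reads of it each. The hairpin of miR-3473a lies in an intron of Syap1 on chromosome X from 162874918 to 162874995, and that of miR-3473b on chromosome 10 from 41670739 to 41670793. Their hairpins share a stretch of at least 18 bases with transcripts of 743 and 1050 other genes, so their counts can include fragments of other RNAs. MiR-3473a had log2 fold changes of 1.13 (0.503), 1.87 (0.809), and 1.61 (0.458) in the cerebellum, striatum/thalamus, and cortex, and miR-3473b of 0.79 (0.448), 1.40 (0.541), and 0.82 (0.375). That of miR-3473b in the cerebellum was 0.43 without pup 1, and that of miR-3963 in the striatum/thalamus was 0.76 without pup 4. With each of the 8 pups left out in turn, miR-3963 in the striatum/thalamus no longer had an unadjusted p-value under 0.05 in 4 fits, and miR-3473b there in 3. In the cerebellum the same was so for miR-3963 in 4 of the 7 fits in which its average stayed above 10 CPM. Without pup 1, whose library had 42.2 CPM against 5.50 to 13.3 in the other HIBI libraries, it averaged 7.12 CPM, and when kept in that fit its log2 fold change in the cerebellum was 0.52 (standard error 0.533). In the cortex it averaged 9.42 CPM without pup 4, and when kept in that fit its log2 fold change was 2.27 (standard error 0.418). Apart from miR-3963 in the cortex, none of the 4 miRNAs had a Benjamini-Hochberg adjusted p-value under 0.05 in any region by edgeR's quasi-likelihood test (smallest adjusted p = 0.432 in the cerebellum, adjusted p = 0.980 in the striatum/thalamus, and adjusted p = 0.444 in the cortex).

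**Figure D2:**
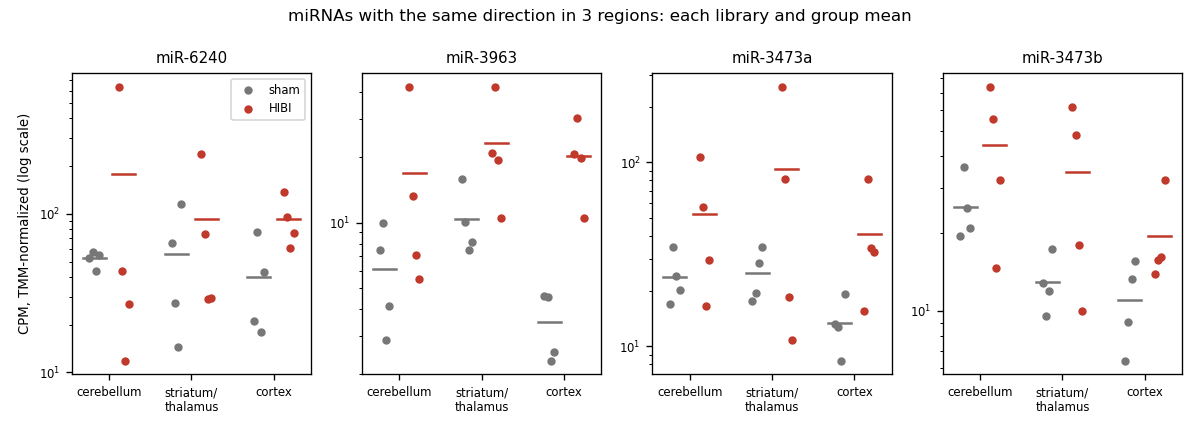
TMM-normalized CPM (log scale) of the 4 miRNAs in each sham (gray) and HIBI (red) library of the 3 regions, with a horizontal line at each group mean (n = 4). The cerebellum mean of miR-6240 in the HIBI group is set by the library at 634 CPM, and miR-3963 in the cortex is the panel where the HIBI and sham libraries do not overlap.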

The differentiation between cerebellar miRNA signaling and that of the cortex and striatum/thalamus was confirmed by two-way unsupervised clustering (shown in Figure 2C) demonstrating a clear separation of three of the four cerebellum samples from those of the other two regions.

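The clustering was repeated from the counts on the 12 HIBI libraries over the 61 miRNAs of Figure 1. Each value was log2(CPM + 1) minus the mean of the sham libraries of the same region, scaled for each miRNA between its minimum and maximum, and the libraries were joined by Euclidean distance and average linkage. The cerebellum libraries of pups 4, 5, and 7 formed 1 branch and the cerebellum library of pup 1 joined the libraries of the other regions. The mean distance from the cerebellum libraries to those of the other regions was 0.784 larger than the mean distance among the cerebellum libraries. When the region labels were permuted within each pup, over all arrangements, a separation this large had an exact permutation p = 0.0370. In the clustering of HIBI samples by region on unscaled log2 ratios, the separation was 1.64 (exact permutation p = 0.0741), and over all miRNAs above 10 CPM in every region no 2 cerebellum libraries shared a branch of their own. With complete linkage the 4 cerebellum libraries formed 1 branch. The 61 miRNAs had been chosen for their difference in at least 1 region. The selection and the clustering were run again on all 70 arrangements of the 8 pups. With the 54 miRNAs counted here the true groups had a separation of 0.830, which 18 arrangements reached, the true groups and their reverse included. The distance grows with the number of miRNAs, and the lists held 13 to 110, so these separations are not on 1 scale. The count of 18 therefore does not decide how much the selection contributes.

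**Figure D3:**
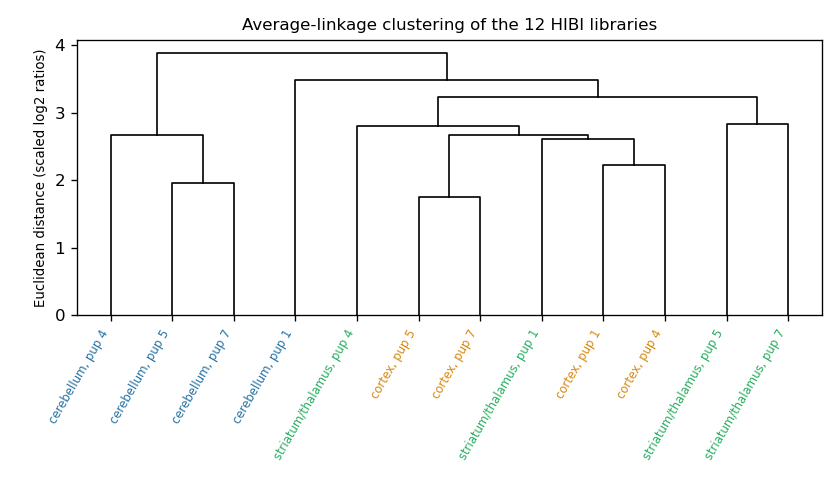
Dendrogram of the 12 HIBI libraries by average linkage over the 61 miRNAs, with Euclidean distance on the vertical axis and the libraries, colored by region, along the horizontal axis. The cerebellum libraries of pups 4, 5, and 7 share a branch, and that of pup 1 stands apart from them.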

**FIGURE 1:**
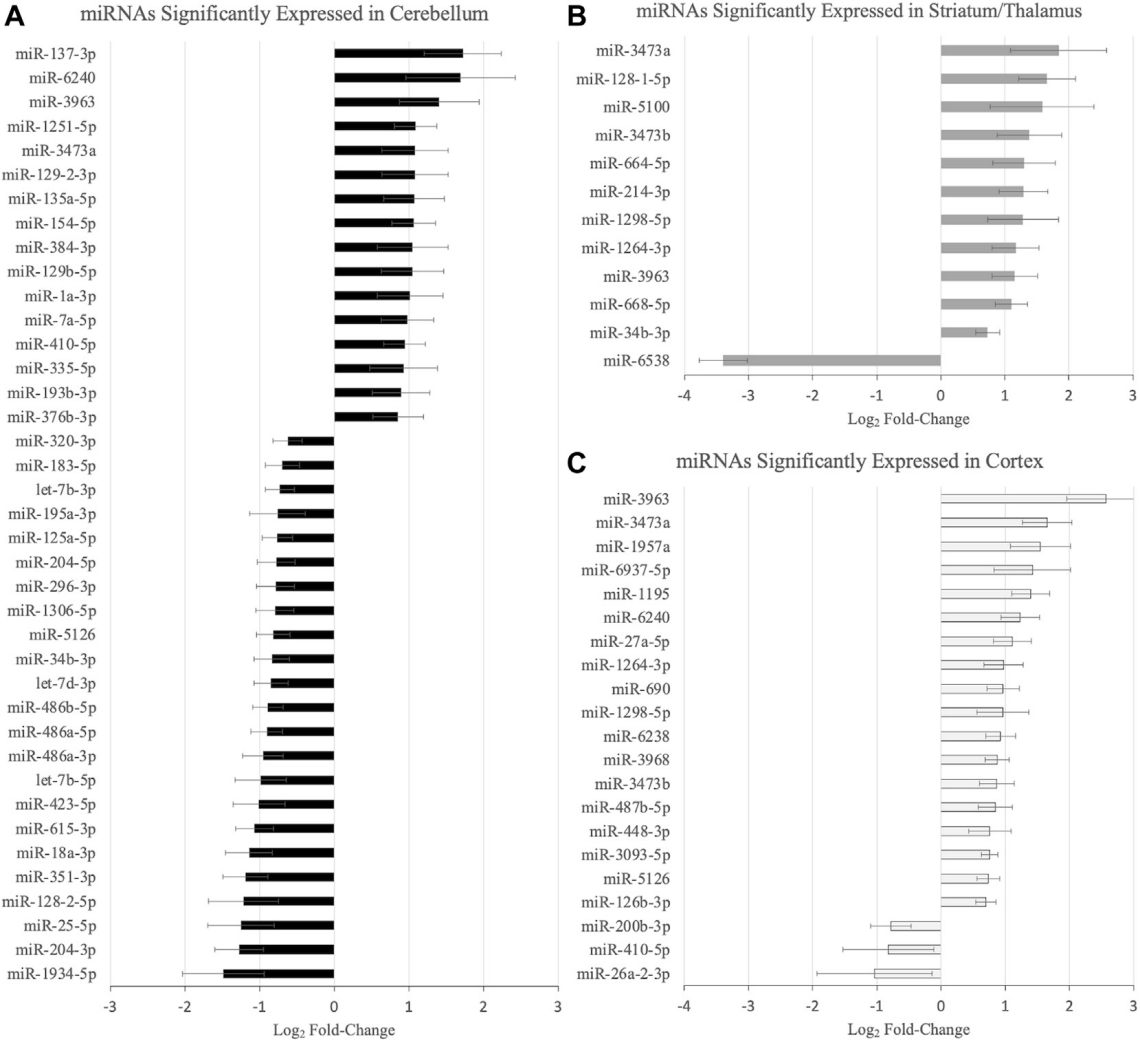
MicroRNAs with significant differential expression at 30 min after hypoxic-ischemic brain injury in the **(A)** cerebellum, **(B)** striatum/thalamus, and **(C)** cortex (*n* = 4/group for each region). Significance defined by fold-change > 1.5, *p* value and/or false discovery rate < .05, and average count per million reads >10. Error bars represent standard error of the mean.

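Among the miRNAs counted in the cerebellum, the smallest p-values among those lower after HIBI belonged to miR-423-5p, miR-128-2-5p, and miR-18a-3p. MiR-423-5p, in an intron of Nsrp1 on chromosome 11 of GRCm38 from 77078064 to 77078172, fell from 1724 ± 425 to 884 ± 191 CPM (SD, n = 4), a log2 fold change of -0.96 (standard error 0.236). MiR-128-2-5p, in an intron of Arpp21 on chromosome 9 from 112118636 to 112118711, had a log2 fold change of -1.17 (standard error 0.316), and miR-18a-3p of -1.10 (0.305). In each of these 3 the HIBI libraries all lay below the sham libraries (exact permutation p = 0.0286). The smallest p-values among the higher miRNAs belonged to miR-129-2-3p (log2 fold change 1.12), miR-1251-5p (1.13), and miR-129b-5p (1.09). The groups were apart for miR-1251-5p (exact permutation p = 0.0286) and overlapped for miR-129-2-3p (exact permutation p = 0.200). Without pup 4 the log2 fold changes of miR-129-2-3p and miR-129b-5p were 0.73 and 0.78, and neither was counted. MiR-128-1-5p rose in the striatum/thalamus from 7.60 ± 3.99 to 24.1 ± 9.80 CPM (log2 fold change 1.67, standard error 0.493) and miR-668-5p had a log2 fold change of 1.11 (0.349). The 1 miRNA counted as lower there was miR-6538, in an intron of Rnf144a on chromosome 12 from 26414901 to 26415010, with a log2 fold change of -3.42 (standard error 1.37). It rested on sham pup 2, which had 4042 CPM while the other 7 libraries had 18.8 to 231 CPM, and was -0.12 without that pup. In the cortex, miR-3968 rose from 2599.9 ± 681 to 4628 ± 734 CPM, a log2 fold change of 0.83 (standard error 0.189), with every HIBI library above every sham library (exact permutation p = 0.0286). The 1 miRNA counted as lower was miR-200b-3p (log2 fold change -0.81, standard error 0.331). Its sham library of pup 2 had 88.0 CPM and the other sham libraries 29.8 to 46.6 CPM. Without pup 2 the log2 fold change was -0.42, and the unadjusted p-value was no longer under 0.05 in 4 of the 8 fits that each left out a pup. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, these miRNAs had adjusted p = 0.432 in the cerebellum, adjusted p = 0.980 in the striatum/thalamus, and adjusted p = 0.160 and adjusted p = 0.826 for miR-3968 and miR-200b-3p in the cortex.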

**FIGURE 2:**
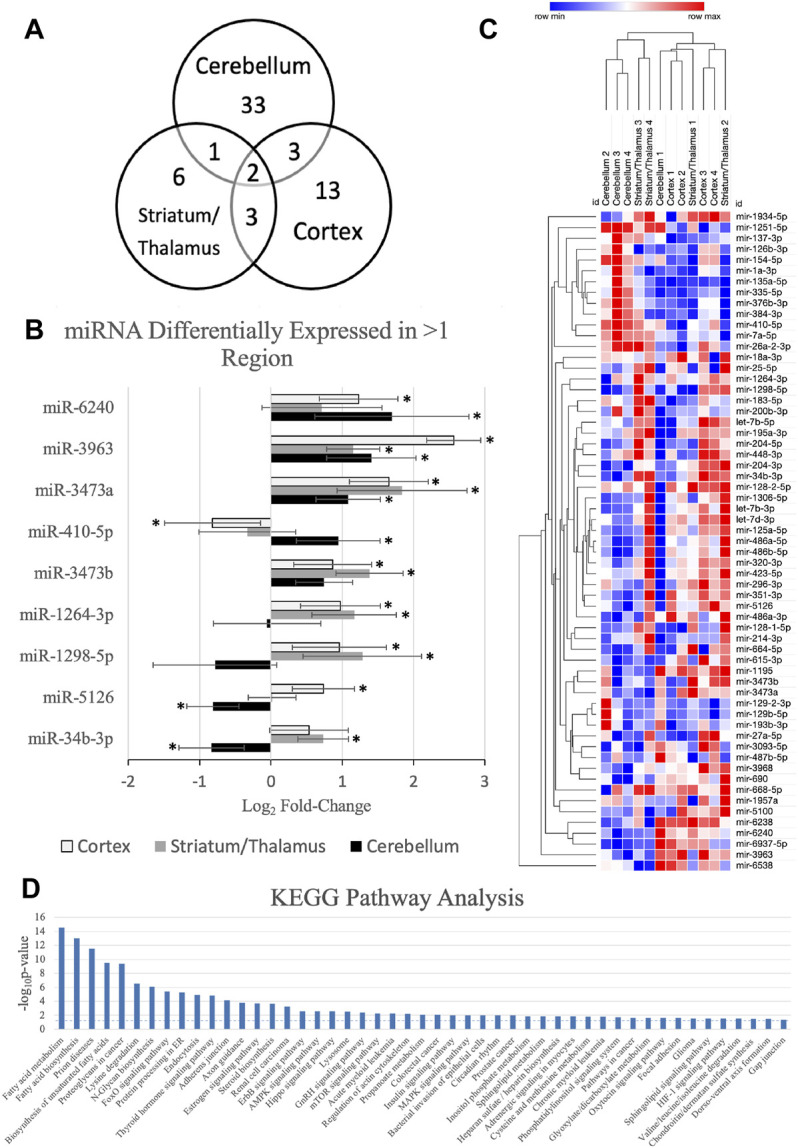
MicroRNAs (miRNA) with significant differential expression in more than one region. **(A)** Venn diagram demonstrating the number of miRNAs with significant differential expression and the overlap between each region; **(B)** differential expression of the nine miRNAs with significant differential expression in more than one region (*regional expression significant, as defined by fold-change > 1.5, *p* value < .05, and average count per million reads >10); **(C)** two-way unsupervised clustering of differentially expressed microRNAs demonstrating separation of the majority of the cerebellum samples from the cortex and striatum/thalamus samples. Rows represent microRNA species and columns represent samples. Each square represents expression in a single sample, color-coded for magnitude of change relative to controls; and **(D)** KEGG pathway analysis of the miRNAs with significant differential expression. Error bars represent standard error of the mean.

Further assessment of the canonical pathways that are predicted to be affected by the miRNAs that were upregulated at 30 min after HIBI was performed by KEGG pathway analysis (shown in Figure 2D). The KEGG analysis demonstrated that the miRNAs with altered regulation in this study primarily alter metabolic pathways, including that of fatty acid metabolism and biosynthesis, lysine metabolism, steroid biosynthesis, AMPK signaling, and sphingolipid metabolism. Many of the traditional hypoxia and cell death pathways, including mTOR, MAPK, and HIF-1 were also included in the KEGG analysis, but had a lower -log (*p*-value).

In order to further evaluate the effects of miRNA alterations on mRNA levels in the early period after HIBI, mRNA levels were also assessed at 30 min after injury using the Nanostring Neuroinflammation Panel. Figure 3 shows the 44 mRNAs that were differentially expressed in at least one region; 16 demonstrating significant differential expression in two or more regions (shown in Figure 3A). Of note, all mRNAs that had significant differential expression demonstrated increased expression after HIBI relative to controls (shown in Figure 3B). Only a few mRNAs in the figure showed downregulation in any of the three regions (for instance, Eomes in the cerebellum and cortex); however, in each case this downregulation did not reach statistical significance.

**FIGURE 3:**
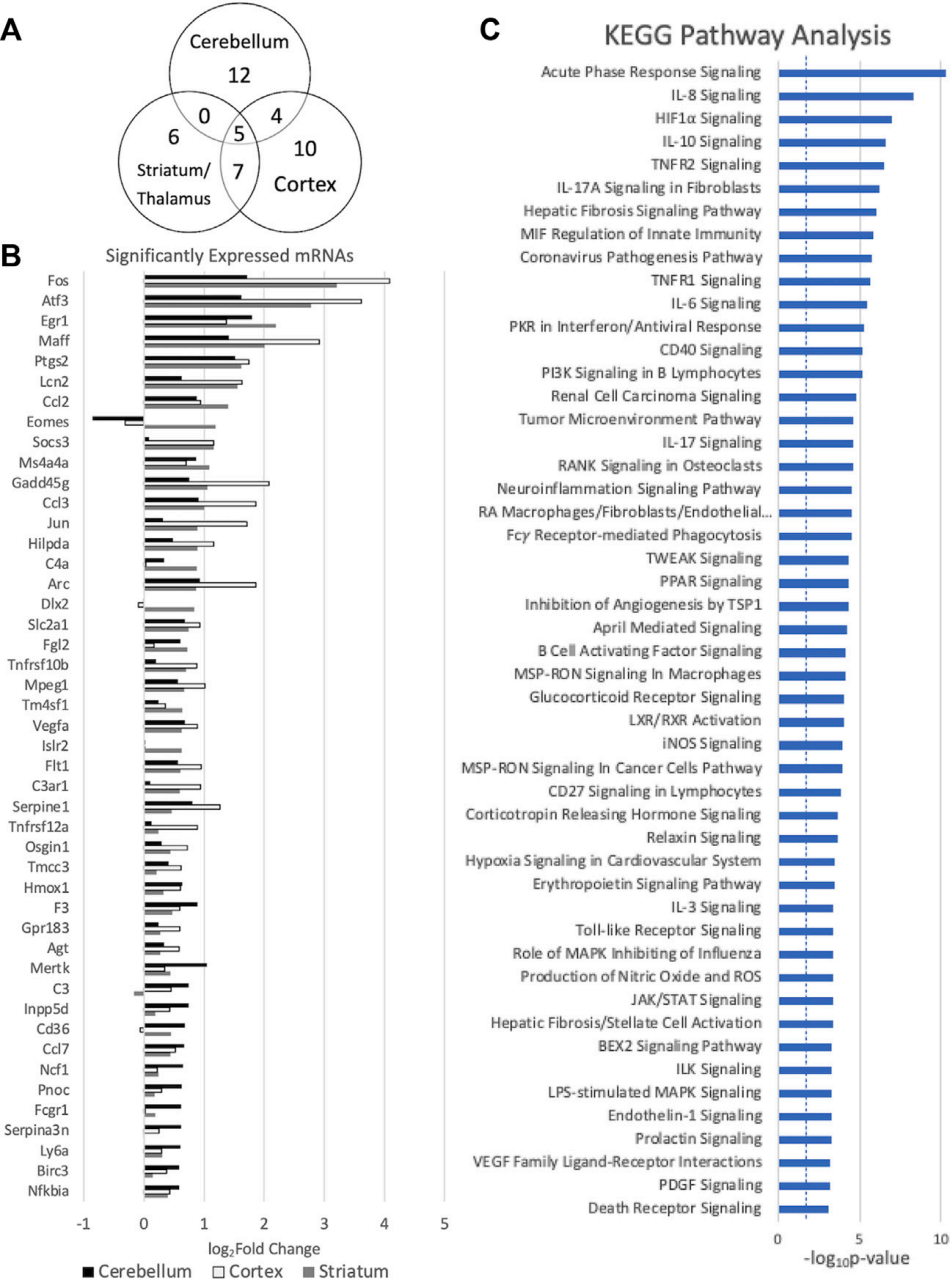
Messenger RNAs (mRNA) with significant differential expression in more than one region. **(A)** Venn diagram demonstrating the number of mRNAs with significant differential expression and the overlap between each region; **(B)** differential expression of the mRNAs with significant differential expression in at least one region (significance defined by fold-change > 1.5 and *p* value and/or false discovery rate < .05), *n* = 4/group for each region; and **(C)** KEGG analysis demonstrating the canonical pathways affected by all of the mRNAs demonstrating significant differential expression. Error bars represent standard error of the mean.

KEGG mRNA pathway analysis demonstrated that the mRNAs that are upregulated at 30 min after HIBI are largely involved in inflammatory and cell death pathways, including interleukin (IL-3, -8, -10, -17A), TNF receptor, HIF1⍺, and PI3K signaling (shown in Figure 3C). For the mRNA KEGG analysis, 335 pathways were identified as significant; the top 50 were included in the figure.

Figure 4 demonstrates the mRNA-mRNA network connections between those mRNAs with significant differential expression 30 min after HIBI and up to two degrees of connection with the other mRNAs analyzed in this study. The differentially regulated genes that were consistently demonstrated to be highly integrated into all three regional networks included Atf3, Fos, Arc, Jun, and Tlr. 

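In the cortex, miR-1195 was 46.0 ± 17.4 CPM (SD, n = 4) in the HIBI group and 17.9 ± 3.52 in the sham group, a log2 fold change of 1.36 (standard error 0.320), and all 4 HIBI libraries were above all 4 sham libraries (exact permutation p = 0.0286). MiR-690 was 57.7 ± 21.0 CPM in the HIBI group and 30.1 ± 11.2 in the sham group, a log2 fold change of 0.94 (standard error 0.352), with 3 of the 4 HIBI libraries above every sham library (exact permutation p = 0.0857). Both were counted by the unadjusted p-value, and with Benjamini-Hochberg adjustment edgeR's quasi-likelihood test gave adjusted p = 0.160 for miR-1195 and adjusted p = 0.782 for miR-690. With each pup left out in turn, the log2 fold change stayed between 1.10 and 1.56 for miR-1195 and between 0.74 and 1.20 for miR-690, whose unadjusted p-value was no longer under 0.05 in 3 of the 8 fits. The hairpin of miR-1195 lies on chromosome 17 of GRCm38 from 70860503 to 70860600, and that of miR-690 in an intron of Fgf12 on chromosome 16 from 28599935 to 28600043. A stretch of at least 18 bases of these hairpins also occurs in transcripts of 1507 and 505 other genes, so the source of reads counted on them is uncertain.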

Two miRNA species that were significantly differentially expressed in the cortex were closely associated with mRNAs that were also found to have significant differential expression: miR-1195 and -690 (shown in Figure 5). MiR-1195 was associated with Tnfsf10b and miR-690 with Egr1. There were no significant miRNA-mRNA networks in either the striatum/thalamus or the cerebellum.

**FIGURE 4:**
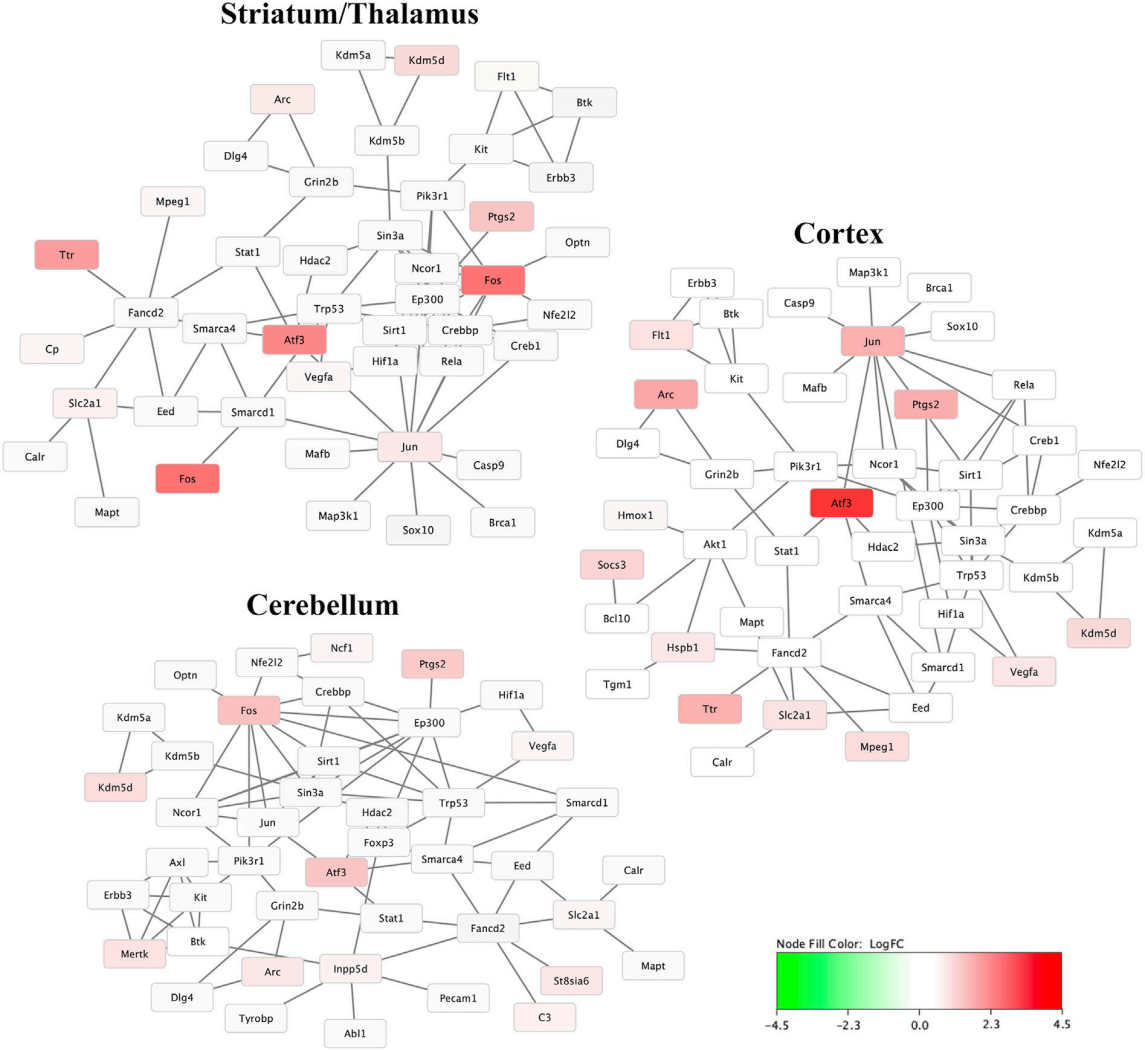
Messenger RNA (mRNA) networks in each region representing the mRNA with significant differential expression after hypoxic-ischemic brain injury versus controls and two degrees of connection between those mRNA and the other mRNA analyzed in this study. Not shown are any mRNAs with no, or only one, connection. Node fill color relates to the log fold change of mRNA in hypoxic-ischemic brain injury compared to controls.

**FIGURE 5:**
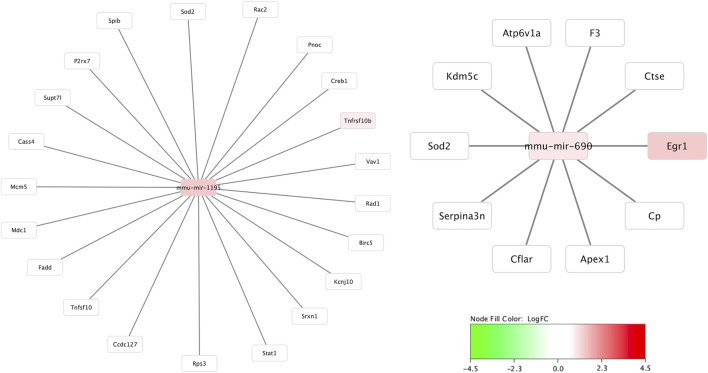
MicroRNA to messenger RNA (miRNA-mRNA) networks in the cortex. The only two miRNAs that demonstrated significant differential expression at 30 min and were closely linked to mRNAs also significantly altered at 30 min after injury were miR-1195 and -690. Neither the striatum/thalamus nor cerebellum expression data resulted in significant miRNA-mRNA networks.

For validation of high-throughput mRNA data, qPCR was performed on each of the samples for seven of the mRNAs with significant differential expression. Figure 6 shows very strong correlation (R^2^ = 0.894) between the Nanostring values and the qPCR values for all three regions and all seven mRNA species. Four miRNAs also demonstrated consistent directional differential expression in striatum/thalamus qPCR compared to miRNA Seq: miR-128-2-5p (log_2_FC -0.36 vs -0.28), miR-155-5p (log_2_FC -0.50 vs. -0.98), miR-1969 (log_2_FC 0.07 vs. 0.44), and miR-335-5p (log_2_FC -0.54 vs. -2.35). 

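In the miRNA-Seq libraries of the striatum/thalamus, miR-128-2-5p had a log2 fold change of -0.09 (standard error 0.361), with a mean level of 66.8 CPM over the 8 libraries. MiR-155-5p (15.3 CPM) had -0.10 (standard error 0.558), miR-1969 (3.15 CPM) had 0.61 (0.755), and miR-335-5p (293 CPM) had -0.37 (0.299). MiR-1969 was below the minimum of 10 CPM and was kept in the comparison because it was measured by qPCR. None of these changes was larger than the replicates resolve, with adjusted p = 0.978 or above by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out 1 pup moved each of them. MiR-335-5p was -0.0717 without pup 6 and miR-1969 was 0.29 without pup 7. The sign of miR-155-5p was positive in the fits without pup 1, 3, 4, or 6 (0.27 without pup 6) and 0.08 after a correction for GC content, and that of miR-128-2-5p was positive in the fits without pup 5, 7, or 8 (0.16 without pup 5). The authors' deposited table gives log2 fold changes of -0.11 for miR-128-2-5p, -0.11 for miR-155-5p, 0.58 for miR-1969, and -0.38 for miR-335-5p in this region. The qPCR values are not analysed here.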

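MiR-6240 was measured by both methods as well. In the miRNA-Seq libraries of the striatum/thalamus it was 92.7 ± 98.8 CPM (SD, n = 4) in the HIBI group and 55.6 ± 45.1 in the sham group. Kept beside the other miRNAs measured by qPCR, it had adjusted p = 0.978 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the groups overlapped (exact permutation p = 0.571). HIBI pup 1 had 237 CPM and the other HIBI pups 29.2 to 74.8 CPM, against 14.4 to 114.9 CPM in the sham group. Without pup 1 the log2 fold change was -0.22. In the authors' deposited table it is 0.71.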

One miRNA had inverse direction: miR-6240 (log_2_FC 0.10 in miRNA-Seq vs. -0.98 in qPCR).

**FIGURE 6:**
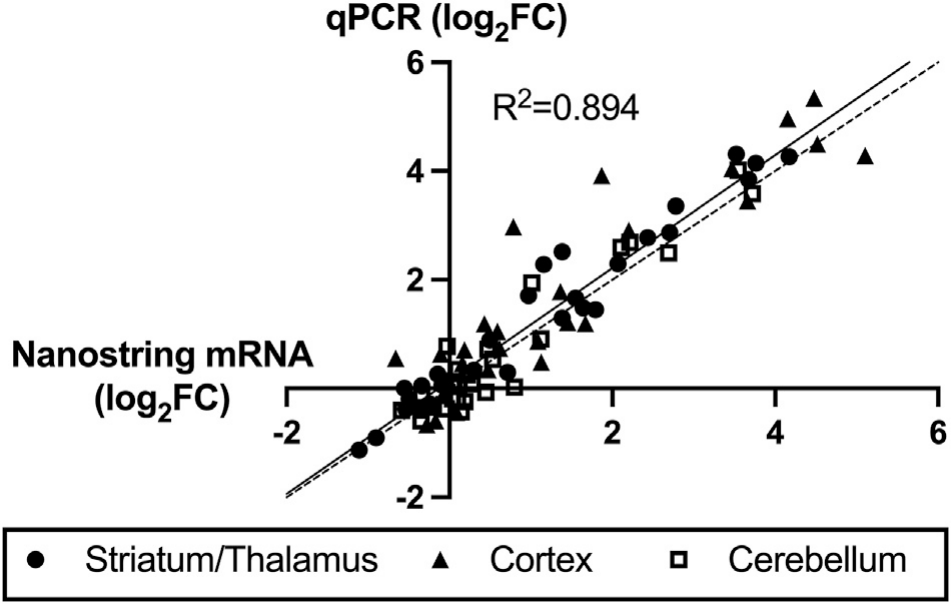
Correlation between Nanostring RNA sequencing and quantitative polymerase chain reaction (qPCR) validation of seven highly expressed mRNAs. The *x*-axis values are Nanostring log_2_ fold-change (FC, hypoxic-ischemic brain injury versus control) values and *y*-axis are qPCR ΔΔCt log_2_FC values. The solid line represents the best-fit regression of the data points with strong correlation (R^2^ = 0.894) and the dashed line represents the ideal correlation line (x = y).

## Discussion

This study represents the first brain region-specific profiling of miRNA expression after neonatal HIBI, finding 61 unique miRNAs with significant differential expression in at least one of the three regions studied. Additionally, Nanostring mRNA panel analyses were performed in order to attempt to link the miRNA changes that were seen to alterations in relevant mRNA pathways. Only two miRNAs were found to have direct pathway links to the mRNAs with significant differential expression, underscoring the differences in pathway targeting that were seen between the mRNAs and miRNAs. While the altered mRNAs were mostly made up of immediate early genes (IEG) such as Fos, Jun, and Arc that were associated with downstream inflammatory and apoptotic pathways on KEGG analysis, the miRNAs that demonstrated significant differential expression were mostly associated with pathways of metabolism and synthesis. Although any conclusions regarding pathway analyses must take into consideration the limited scope of the mRNA analyses (using a specific panel rather than whole genome analyses), these data suggest differing roles of mRNAs versus miRNAs in the first 30 min after neonatal hypoxic-ischemic brain injury.

Most of the mRNAs that demonstrated significant differential expression at 30 min after HIBI were IEGs, including Atf3, Fos, Arc, Jun, and Tlr; IEGs that are largely involved in inflammatory and cell death pathways, including interleukin (IL-3, -8, -10, -17A), TNF receptor, HIF1⍺, and PI3K signaling. IEGs are genes that are rapidly transcribed in response to positive (e.g., neuronal activity) or negative (e.g., injury) stimuli and often act as transcription factors and DNA-binding proteins (Minatohara et al., 2016). The regulation of the IEGs is complex but, of importance for the current study, is closely tied with miRNA expression. IEGs can directly regulate the expression of various miRNAs (Avraham et al., 2010). Specifically, Atf3 expression has been shown by multiple investigator groups to be regulated largely by a negative miRNA-based feedback loop (Tindall and Clerk, 2014; Aitken et al., 2015). Stimulating IEG expression briefly inhibits production of the negative feedback miRNAs (Tindall and Clerk, 2014; Aitken et al., 2015). This feedback relationship is a likely cause of the lack of predicted miRNA-mRNA interaction seen in the current study; when IEGs are highly expressed, their associated miRNAs are repressed, and vice versa. Additional studies will be necessary to further investigate the mechanisms for early miRNA- and mRNA-mediated changes (e.g., it is possible that miRNAs do not interact in a typical way with the RNA-induced silencing complex during the acute phase of injury) and to assess miRNA-mRNA interactions at later time points after injury.

Compared to the IEG mRNA expression, the miRNA KEGG analysis demonstrated that the miRNAs with altered regulation were primarily associated with metabolic pathways, which is consistent with the understanding that one of the primary deficiencies in neonatal HIBI is metabolic failure (Sánchez-Illana et al., 2017). The targeted pathways include the ceramide and glycosphingolipid synthetic pathways which are known to be altered by HIBI, with decreased ceramide and sphingomyelin levels present for up to 7 days after preterm HIBI (Vlassaks et al., 2013). The glycosphingolipid pathways are predicted to be altered by miR-6240 (which inhibits Fut1) as well as miR-1264-3p (which inhibits Fut9) (Kanehisa and Goto, 2000). Sterol synthesis and metabolism has also been found to be altered after neonatal HIBI (Dave and Peeples, 2021). One of the primary genes in sterol synthesis is 3-hydroxy-3-methylglutaryl-CoA reductase (HMGCR) may be altered by several of the miRNAs in the current study—including miR-6240, -410-5p, -3473a, -3473b, -1264-3p, and -1298-5p—through the AMPK pathway (Hardie, 2011).

Neonatal HIBI is a triphasic injury. The primary phase starts with the initial hypoxic-ischemic insult leading to primary energy failure and hypoperfusion and continues for the first minutes to few hours after injury. While the secondary phase is primarily characterized by apoptotic cell death, the primary phase consists mainly of necrotic and necroptotic cell death (Hassell et al., 2015). Necroptosis, also termed programmed necrosis, can occur through several pathways and has been shown to be activated by the ErbB (Hu et al., 2021), mTOR (Liu et al., 2014), and HIF1⍺ (Yang et al., 2017) pathways, which were all predicted targets by the differentially expressed miRNAs in our study (shown in Figure 2D). Additionally, miR-214, which demonstrated increased expression in the striatum/thalamus after HIBI in our data has also been associated with necroptosis regulation in other inflammatory diseases (Ou et al., 2019).

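In the striatum/thalamus, miR-214-3p was 27.3 ± 13.96 CPM (SD, n = 4) in the HIBI group and 11.1 ± 0.611 in the sham group, a log2 fold change of 1.30 (standard error 0.425), and each HIBI library was above each sham library (exact permutation p = 0.0286). The HIBI libraries of pups 4 and 7 had 38.7 and 39.7 CPM and those of pups 1 and 5 had 12.6 and 18.0 CPM. The count criterion was met by the unadjusted p-value, and the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment gave adjusted p = 0.980. In the cerebellum its log2 fold change was -0.41 (standard error 0.327) and in the cortex 0.00499 (0.362). The hairpin lies on chromosome 1 of GRCm38 from 162223368 to 162223477, in an exon of Dnm3os.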

To date, there have been very few confirmatory studies of the *in silico* predicted effects of some of the miRNAs with altered expression in multiple regions, including miR-1298, -6240, and -5126. Similarly, although miR-3963 has been found to be highly upregulated in microglia in the developing brain (Varol et al., 2017), it has not otherwise been well studied and it’s conservation between mammalian species is not known. Several of the other promising miRNA targets, however, have demonstrated some potential for neuroprotection in previous studies. For instance, miR-3473a, which was upregulated in all three regions in the current study, was one of the miRNAs found to be downregulated in the brain after preconditioning, suggesting that the relative decrease in expression may play a role in the neuroprotective effects of preconditioning (Miao et al., 2020). Additionally, miR-34b, which demonstrated increased expression in the striatum and thalamus, has been shown to increase cell apoptosis through increased p53 and Bax and decreased BCL2 (Zhang et al., 2020).

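The rise of miR-3473a was carried by part of the HIBI pups. Pups 1 and 4 had 258 and 81.1 CPM in the striatum/thalamus, and pups 5 and 7 had 18.5 and 10.9 CPM, within or below the range of the sham group (17.6 to 34.7 CPM). In the cerebellum, pups 1 and 4 had 106.6 and 57.5 CPM, above every sham library, and pup 5 had 16.6 CPM, below all of them. In the cortex 3 of the 4 HIBI libraries were above every sham library (exact permutation p = 0.0571). Without pup 1 the log2 fold change was 0.53 in the cerebellum and 0.66 in the striatum/thalamus, and miR-3473a was no longer counted in either. In each of these regions the unadjusted p-value was no longer under 0.05 in 5 of the 8 fits that left out a pup. In the cortex the log2 fold change was 1.05 without pup 4, whose library had 80.9 CPM against 15.5 to 34.4 in the other HIBI libraries, and 1.88 without pup 1, and it was counted in all 8 fits.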

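For miR-34b-3p in the striatum/thalamus the separation of the groups was narrow. The sham library of pup 8 had 379.8 CPM and the HIBI library of pup 1 had 382 CPM, and the other sham libraries had 171 to 280 CPM. With each pup left out in turn the log2 fold change stayed between 0.60 and 1.12. MiR-34c-5p, another member of this family, had a log2 fold change of 0.59 in the same libraries (standard error 0.376, exact permutation p = 0.257). MiR-34b-3p is the arm that Figure 2B shows.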

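MiR-1264-3p was a low-count miRNA in the forebrain regions. Its sham libraries held 8 to 23 reads in the striatum/thalamus and 11 to 51 in the cortex. HIBI pup 5 had 33.1 CPM in the striatum/thalamus and the other HIBI libraries 10.0 to 13.7 CPM, against 4.87 to 10.0 CPM in the sham group, and the lowest HIBI and the highest sham library were 10.03 and 10.02 CPM. Without pup 5 its average fell below the minimum of 10 CPM, and when kept in the fit its log2 fold change in the striatum/thalamus was 0.62 (standard error 0.447). In the cortex, 2 of the 4 HIBI libraries were above every sham library (exact permutation p = 0.171), and the edgeR quasi-likelihood test gave adjusted p = 0.914 with Benjamini-Hochberg adjustment. The miRNA was counted in the cortex with edgeR's likelihood ratio test (log2 fold change 0.94) and was not counted with the quasi-likelihood test. The opposite arm, miR-1264-5p, had log2 fold changes of 0.46 (standard error 0.825) in the striatum/thalamus and 0.34 (0.404) in the cortex.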

Other miRNAs that were differentially expressed in multiple regions include miR-1264, which demonstrated increased expression in the cortex, striatum, and thalamus. Similar to our findings, in adult stroke, upregulated miR-1264 expression was noted immediately after injury, peaking around 3 h after injury (Uhlmann et al., 2017). Inhibition of miR-1264 attenuates apoptosis through targeting WNT/β-catenin signaling (Zou et al., 2021). Lastly, miR-410 was found in the current study to be downregulated in the cortex and upregulated in the cerebellum at 30 min after injury. It was also downregulated in umbilical cord blood (Looney et al., 2015) as well as in circulating blood within 6 h after delivery (Meng et al., 2021) in infants diagnosed with HIE. 

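In the cortex, 3 of the 4 HIBI libraries of miR-410-5p (12.7 to 28.5 CPM) were below every sham library (51.99 to 73.99 CPM), and the library of pup 7 had 66.0 CPM (exact permutation p = 0.114). Without pup 7 the log2 fold change was -1.52 and miR-410-5p was counted as lower. It was also counted with DESeq2, edgeR's likelihood ratio test, and limma-voom, and not with the quasi-likelihood test (adjusted p = 0.914 with Benjamini-Hochberg adjustment in edgeR). In the cerebellum, 3 of the 4 HIBI libraries were above every sham library (exact permutation p = 0.0571), and the log2 fold change stayed between 0.73 and 1.28 with each pup left out in turn. The more abundant arm, miR-410-3p, had a log2 fold change of 0.61 (standard error 0.277) in the cerebellum and -0.09 (0.140) in the cortex. The effect on miR-410-5p in the cortex minus that in the cerebellum was -1.81 on the log2 scale (standard error 0.661).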

Overexpression of miR-410 attenuated apoptosis and inflammation in OGD models using both PC12 and SH-SY5Y cell lines (Meng et al., 2021). Furthermore, mesenchymal stem cell derived extracellular vesicles that were neuroprotective when injected intraperitoneally after neonatal HIBI lost their positive effects on cerebral edema and infarct size after treatment with miR-410 antagonist (Han et al., 2021).

When considering the development of miRNA-targeted therapies, it is important to consider timing of intervention. While intervention for neonatal hypoxic-ischemic encephalopathy at 30 min after injury is unlikely to be clinically feasible, the results of the current study can be taken in combination with our previous results (Peeples et al., 2022) to identify those miRNAs that are persistently altered throughout the first few days after injury. For instance, miR-3473b demonstrated increased expression in both the striatum/thalamus and cortex at 30 min after injury and remained elevated at 72 h after injury in our previous study. 

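In the striatum/thalamus, miR-3473b was 34.5 ± 24.5 CPM (SD, n = 4) in the HIBI group and 12.9 ± 3.26 in the sham group, with 3 of the 4 HIBI libraries above every sham library (exact permutation p = 0.171). In the cortex it was 19.5 ± 8.47 and 11.1 ± 4.10 CPM (exact permutation p = 0.0571), and edgeR's quasi-likelihood test gave adjusted p = 0.914 with Benjamini-Hochberg adjustment. Its unadjusted p-value in the cortex lay just above 0.05, so that it was not counted there, and it was counted with edgeR's exact test and with library size scaling. HIBI pup 7 had 32.1 CPM in the cortex and the other HIBI pups 13.9 to 16.2 CPM, and without pup 7 the log2 fold change was 0.47. The libraries at 72 h are not analysed here.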

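Of miR-125a, miR-182, miR-2137, and miR-342, the abundant arm was examined at 30 min in each region. The hairpin of miR-125a-5p lies in an exon of Spaca6 on chromosome 17 of GRCm38 from 17830812 to 17830879. Its level was 69603 ± 18697 CPM (SD, n = 4) in the sham cerebellum and 42365 ± 6774 in the HIBI cerebellum. Its log2 fold change was -0.72 (standard error 0.233), and 3 of the 4 HIBI libraries were below every sham library (exact permutation p = 0.0571). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment it had adjusted p = 0.432. Its log2 fold changes in the striatum/thalamus and cortex were 0.09 (0.244) and 0.21 (0.152). MiR-182-5p had log2 fold changes of -0.58 (0.275) in the cerebellum, 0.20 (0.515) in the striatum/thalamus, and -0.95 (0.655) in the cortex. The last rested on sham pup 2, with 207 CPM against 22.3 to 43.2 CPM in the other sham libraries, and was 0.37 without that pup. MiR-2137 had -0.61 (0.322), 0.27 (0.396), and 0.17 (0.239), and miR-342-3p had -0.04 (0.420), 0.25 (0.324), and 0.23 (0.365) in the same order. None of these last 3 miRNAs was counted as differentially expressed in any region. Leaving out 1 pup moved many of these values. MiR-2137 was -0.28 without pup 3 in the cerebellum, -0.21 without pup 1 in the striatum/thalamus, and -0.0368 without pup 7 in the cortex. MiR-342-3p was 0.21 without pup 5 in the cerebellum, 0.10 without pup 7 in the striatum/thalamus, and -0.0304 without pup 1 in the cortex. MiR-182-5p in the striatum/thalamus was 0.0095 without pup 6 and 0.75 without pup 2, and miR-125a-5p was -0.0660 without pup 4 there and 0.11 without pup 1 in the cortex. In the cerebellum, the unadjusted p-value was under 0.05 in 2 of the 8 such fits for miR-182-5p and in 3 for miR-2137. The libraries of the later time points are not analysed here.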

Consistent with the multiphasic miRNA response that we previously described, however, many of the miRNAs either demonstrated altered regulation early at 30 min without differences at 24 or 72 h (e.g., miR-125a, -410, and -1264) or were altered later at 24 and/or 72 h but did not demonstrate regional differences at 30 min (e.g., miR-182, -2137, and -342). These data further support the importance of taking into account the timing after injury when considering miRNA-based interventions.

In addition to providing insight into potential miRNA targets early after neonatal HIBI, this study also demonstrated that the cerebellum had a unique miRNA profile from either of the other two regions (shown in Figure 2C), likely due to its sparing from the ischemic injury induced by the carotid artery ligation (Vannucci et al., 1988). 

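The difference of the injury effect between regions was tested over 435 miRNAs with the interaction of region and injury in edgeR's quasi-likelihood test. For the cortex against the cerebellum 51 miRNAs had an unadjusted p-value under 0.05, for the striatum/thalamus against the cerebellum 59, and for the cortex against the striatum/thalamus 7. Over the 35 splits of the 8 pups into groups of 4, the true one included, the median counts were 10, 20, and 10 and the largest 51, 84, and 39, and 1, 5, and 30 of the splits gave at least as many as the true groups. Without pup 2 the count for the cortex against the cerebellum was 12. With Benjamini-Hochberg adjustment edgeR gave none under 0.05 in the 3 comparisons (smallest adjusted p = 0.424, adjusted p = 0.216, and adjusted p = 0.329). That model leaves out the pairing by pup. With the pup as a block edgeR again gave none (smallest adjusted p = 0.175, adjusted p = 0.125, and adjusted p = 0.387). For the mean of the striatum/thalamus and cortex against the cerebellum, the smallest with the block was adjusted p = 0.0507. Across miRNAs, which are not independent replicates, the log2 fold changes of the striatum/thalamus and cortex had a Pearson correlation of 0.38 (Spearman's rho 0.35). The correlation was -0.10 (rho -0.18) between the cerebellum and striatum/thalamus and 0.14 (rho -0.05) between the cerebellum and cortex. Each pup gave a library to every region, so the correlation with no effect of injury is not 0. Over the same 35 splits the median Pearson correlation was 0.19 for the striatum/thalamus and cortex, 0.22 for the cerebellum and striatum/thalamus, and 0.27 for the cerebellum and cortex, and 7, 34, and 31 of the splits gave a correlation at least as high as the true groups. Without pup 4 the correlation of the striatum/thalamus and cortex was 0.135. The regions also differ without injury. Among the sham libraries, 285 of 423 miRNAs differed between the striatum/thalamus and cerebellum, 268 between the cortex and cerebellum, and 158 between the cortex and striatum/thalamus at a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test.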

Our previous study suggested that the contralateral brain is not an appropriate internal control for miRNA studies, at least in the subacute phase after neonatal HIBI (Peeples et al., 2022). Although this study only assessed the miRNA profiles at 30 min after injury, the findings here suggest that contrary the contralateral hemisphere at 24 h after injury, the cerebellum has a distinct miRNA expression profile, at least in the first hour after injury.

There are a few limitations to this study that warrant discussion. 

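The number of miRNAs with an unadjusted p-value under 0.05 can be set beside the number expected from that threshold on average with no effect. In the cerebellum 44 miRNAs passed where 21.7 are expected, in the striatum/thalamus 14 where 21.8 are expected, and in the cortex 19 where 20.5 are expected. MiRNAs vary together, so the count also varies between groupings of the pups. With the fold change criterion, the median count over the 35 splits of the pups was 14 in the cerebellum, 12 in the striatum/thalamus, and 12 in the cortex, and 7, 18, and 10 of the splits, the true one included, gave at least as many as the true groups. In the authors' deposited table, 57, 25, and 59 of the 1551 miRNAs have a p-value under 0.05 in the cerebellum, striatum/thalamus, and cortex. A false discovery rate under 0.05 is given there to no miRNA in the cerebellum or striatum/thalamus and to 4 in the cortex, which are miR-3963, miR-1195, miR-3968, and miR-1193-5p.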

Even though the inclusive expression cutoffs (FDR < 0.05 or *p* < .05) in this study minimized type II error in the setting of this exploratory study, this methodology could increase the risk for type I error. Although the goal of the current study was to seek out potential therapeutic miRNA targets for HIBI, the lack of a hypoxia-only control group to allow for better mechanistic understanding could be considered a limitation. Though it may be reasonable to consider the cerebellum group as a hypoxia-only group, in comparing the cortex and striatum/thalamus data to the cerebellum it is not possible to separate whether differences are related to the inter-region differences or due to differences between hypoxia only and HIBI. Additionally, the mRNA analyses in this study were limited to only those mRNAs included in the Nanostring Neuroinflammation panel. Although this panel contains 770 genes relevant to neuroinflammation and brain injury, the network analyses performed were restricted to only those genes in the panel. Also, although all HIBI-injured brains demonstrated visible injury, this study did not include the sample size necessary to stratify results based on characteristics such as severity of brain injury or sex. Though the sample size was limited and therefore may not detect small differences between groups, based on the highly differentially expressed miRNA data (such as miR-2137) from our previous work (Peeples et al., 2022), four animals per group provides 80% power at an alpha level of 0.05 to detect similar differences. Future larger studies would be needed to define whether injury severity or sex affect miRNA expression after HIBI. Lastly, we were unable to study individual hippocampal sections due to low miRNA yield. Future studies assessing hippocampal RNA signaling in this model could consider pooling samples.

In conclusion, this study demonstrated that miRNA expression varies by brain region after neonatal HIBI, and that the cerebellar miRNA profile is clearly distinct from those of the striatum/thalamus and cortex. Although miRNA-mRNA interactions may play more significant roles outside of the immediate period after HIBI, most of the mRNAs with significant differential expression in this study were IEGs associated with downstream inflammatory and cell death pathways that were mostly distinct from the miRNA-targeted metabolic pathways. Future studies assessing brain miRNA expression to guide therapy development should consider evaluating individual brain regions rather than whole brain to ensure the sensitivity needed for the development of targeted therapies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE184997.

How the deposited data were processed for this re-analysis (not part of the article)

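MiRNA-Seq was analysed in the cerebellum, striatum/thalamus, and cortex of 4 pups with HIBI and 4 sham control pups, 24 libraries in all. The authors aligned the reads to mature mouse miRNAs from miRBase with bowtie2 and deposited, for each region, the count of reads on each mature miRNA in each library, with no normalization. The same tables hold the authors' own edgeR comparison of HIBI with sham, as a log2 fold change, an average log2 CPM, a p-value, and a false discovery rate deposited for each miRNA. The paper's text does not name the versions, the miRBase release, the rule for reads that match several miRNAs, or which edgeR test and normalization were used. Its figure legends give the criteria of fold change, p-value or false discovery rate, and an average above 10 CPM, and do not name whether the CPM minimum was applied before the test. An edgeR exact test with common and tagwise dispersion on all 1551 entries, castor bean included, was run on the counts after the deposited values had been seen. It differed from the authors' deposited log2 fold changes by at most 0.00785 and from their p-values by at most 0.0110. On the 1531 mouse entries alone, as used for every count of miRNAs under this test, it differed by at most 0.0116 and 0.151. Reads of miRNAs with near-identical sequences cannot be assigned with certainty from the counts. The mRNA panel, the qPCR measurements, and the networks are not analysed here.

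Each table had 1551 entries. The 20 castor bean entries, which held 0.000156% of the counts, were left out of library sizes and tests apart from that comparison. Between 1254185 and 3406624 counts per library were on mouse miRNAs, so that a miRNA at 10 CPM rests on few reads and its counting error is large. No pair of replicates differed by less than the sampling noise, and each library was counted as 1 replicate. Every column of counts was assigned to its pup and region by its name.

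The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. In each region, miRNAs with an average of 10 CPM or less were left out, the libraries were scaled by TMM normalization, and HIBI was compared with sham by edgeR's quasi-likelihood test with the 8 libraries of that region. A miRNA was counted as differentially expressed with a fold change above 1.5 and an unadjusted p-value under 0.05. Benjamini-Hochberg adjusted p-values were computed over the miRNAs tested. The exact permutation tests were two-sided, used log2(CPM + 1), and ran over all 70 arrangements of 4 against 4 pups. The difference of the injury effect between regions was tested as an interaction in 1 model of the 24 libraries. Lists of miRNAs were tested with camera (preset correlation 0.01), and with fry and camera with an estimated correlation beside it. The lists were choroid plexus and ciliated epithelium, erythrocyte, skeletal muscle, the imprinted cluster on chromosome 12, the cluster in the introns of Htr2c, the locus of miR-132 and miR-212, and miRBase entries numbered 1900 or higher. MiR-210, with a single hairpin, was examined by itself.

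The miRNAs named were those the paper names or shows in Figure 1 or Figure 2B, the members of a reported list, the 3 with the smallest p-value in each direction in each region, and any with an adjusted p-value under 0.05. The design of each test and most alternatives were set before the data were examined. The exact test with tagwise dispersion on all mouse entries, a term for pups 1 to 4 against pups 5 to 8, and fits that kept a named miRNA that fell below the CPM minimum with a pup left out were chosen after the data were seen. The 5 miRNAs measured by qPCR were first fitted with no CPM minimum for any miRNA, and then kept beside the other miRNAs above the minimum in the regional fit. Both readings of the design were possible, and the second was settled on after both sets of values had been seen. For miR-6240 in the striatum/thalamus the first gave a log2 fold change of 0.71 and the second 0.73.

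The same animal gave all 3 regions, so the libraries are paired by pup. The deviations of a pup from its group means had a median correlation across 379 miRNAs of 0.18 between the cerebellum and striatum/thalamus, 0.32 between the cerebellum and cortex, and 0.25 between the striatum/thalamus and cortex. The correlation was above 0.1 in 6, 7, and 7 of the 8 pups.

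Hairpin positions, the genes they lie in, and GC content come from GENCODE M21 on GRCm38, where 1473 of the 1531 mouse entries were matched to a hairpin. The genes were searched on the strand of the hairpin only, so genes on the opposite strand were not examined. The GC content used is that of the part of the hairpin on the side of the named arm, since the mature sequences were not used here. Sequence shared with other genes was counted as stretches of 18 bases. The GC correction removed a loess trend with span 0.75 from each library. Random draws used seed 1 and 100000 resamples.

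The code was tested on simulated data. Of miRNAs changed by a log2 of 1, the regional comparison called 82.7% of 196 in the cerebellum, 75.6% of 197 in the striatum/thalamus, and 89.4% of 198 in the cortex, in simulations of 417, 404, and 390 miRNAs. Of those changed by a log2 of 2 it called 98.5% of 195, 99.5% of 192, and 100% of 187, in simulations of 400, 399, and 373. Of the unchanged miRNAs in these 6 simulations it called 4.07%, 2.90%, 2.60%, 5.85%, 6.28%, and 2.15% in that order. With a simulated GC trend and no change, 12.5% of 423, 17.3% of 427, and 15.1% of 398 unchanged miRNAs were called before the correction and 2.84%, 4.92%, and 3.52% after it. The interaction model, in a simulation of 435 miRNAs, called 97.5% of 199 changed miRNAs and 6.78% of the unchanged ones without the pup as a block, and 95.5% and 5.93% with it. The alternatives tried were other tests, scalings, CPM minimums, and criteria, all 24 libraries in 1 fit, the GC correction, the pup as a replicate block, other clustering choices, and each pup left out in turn.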

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

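The tests of miR-6240 and miR-6538 without 1 library, and the counts over other splits of the pups for cortex against cerebellum, striatum/thalamus against cerebellum, and cortex against striatum/thalamus, were chosen after the results were seen.

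In 11 of 112 groups of 4 libraries of the named miRNAs, 1 library stood apart from the other 3, where 5.6 are expected by chance. MiR-6240 had 634 CPM in the HIBI cerebellum of pup 1, against 11.9 to 43.3 in the other 3. The log2 fold change there was 1.76 with all pups and -0.93 without pup 1, so the rise rests on that library. MiR-6538 had 4042 CPM in the sham striatum/thalamus of pup 2, against 18.8 to 231, and its log2 fold change of -3.42 was -0.12 without pup 2. In sham pup 2 of the cortex, miR-182-5p stood at 207 CPM (others 22.3 to 43.2), miR-2137 at 187 (others 275 to 279), and miR-5126 at 87.1 (others 158 to 160.2). The log2 fold change of miR-182-5p in the cortex was -0.95 with that pup and 0.37 without it. The remaining ones were miR-410-5p at 74.0 CPM in the sham cortex of pup 8 (others 52.0 to 54.1), miR-3473b at 32.1 in the HIBI cortex of pup 7 (others 13.9 to 16.2), miR-1264-3p at 33.1 in the HIBI striatum/thalamus of pup 5 (others 10.03 to 13.7), miR-182-5p at 1056 in the HIBI cerebellum of pup 4 (others 637 to 686), miR-1251-5p at 52.6 in the HIBI cerebellum of pup 1 (others 36.7 to 38.03), and miR-668-5p at 38.04 in the HIBI striatum/thalamus of pup 4 (others 22.9 to 23.8). For these no technical or biological explanation was tested.

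The effect of HIBI differed between the forebrain regions and the cerebellum, by the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 9 miRNAs of Figure 2B, for miR-410-5p (log2 difference -1.51), miR-1298-5p (1.96), miR-5126 (1.20), and miR-34b-3p (1.49). The paper chose these 9 on the same libraries. With the pup as a block, since the regions come from the same animals, miR-1298-5p no longer passed (0.106 in edgeR over the 9), and the other 3 did. Without sham pup 2 the log2 fold change in the cerebellum went from -0.73 to -0.16 for miR-1298-5p and from -0.78 to -0.36 for miR-34b-3p. Over all 435 miRNAs none passed an adjusted p-value of 0.05, and 70 had an unadjusted p-value under 0.05. With the pup as a block, 90 had an unadjusted p-value under 0.05, and the smallest edgeR adjusted p-value was 0.0507. The splits were run without the block. Of the 35 splits of the 8 pups, the true groups included, 2 gave at least as many as the forebrain mean against the cerebellum did, 5 as many as the striatum/thalamus against the cerebellum, and 30 as many as the cortex against the striatum/thalamus. For the cortex against the cerebellum the true groups were the 1 split that reached 51. Pups 1, 4, 5, and 6 against the other pups gave 46. A rank of 1 in 35 is the smallest that can be reached, so a chance origin of that count is not excluded. This comparison is 1 of 4, was tested after its count was seen, and its count was 12 without pup 2. A difference between regions in the response to ischemia stays open and was not tested apart from the region itself.

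Of the miRNAs counted as differentially expressed, 5 are not shown in Figure 1. In the cerebellum these were miR-31-5p (log2 fold change 0.66), miR-344-3p (0.64), miR-409-5p (0.61), and miR-410-3p (0.61), and in the striatum/thalamus miR-375-3p (0.72). At least as many calls as in the true groups were made in 7 of the 35 splits in the cerebellum and 18 of the 35 in the striatum/thalamus, the true groups included, so a chance origin of such single calls is not excluded.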

How the results depend on the processing

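The exact test with tagwise dispersion on all mouse entries, the term for pups 1 to 4 against 5 to 8, and the fits that kept a miRNA below the CPM minimum with a pup left out were chosen after the results were seen. Of the comparisons of a single named miRNA in a region with an alternative, 967 kept their direction and side of the threshold, 113 were weaker, 62 were stronger, and 26 were reversed. These numbers leave out the counts of miRNAs, the interaction counts, the clustering, the lists, and the correlations. They also leave out the miRNAs measured by qPCR in the striatum/thalamus. Many of the values left out moved as well, and some changed sign. Except where stated, the cause was not tested.

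In the cerebellum (34 miRNAs counted), the number was 67 with no CPM minimum before the fit, 61 with an average above 1 CPM, 19 above 100 CPM, where fewer miRNAs are tested, 0 with a false discovery rate under 0.05 (44 at an unadjusted p-value under 0.05), 62 with all 24 libraries in 1 fit, and 54 with the pup term. For the striatum/thalamus (12) it was 19 with DESeq2, 30 with no CPM minimum, 19 above 1 CPM, 4 above 100 CPM, 0 with a false discovery rate under 0.05 (14 at an unadjusted p-value under 0.05), and 21 with all 24 libraries. In the cortex (14) it was 24 with no CPM minimum, 41 above 1 CPM, 3 above 100 CPM, 1 with a false discovery rate under 0.05, and 7 with all 24 libraries. In any region (54) it was 95, 107, 24, 1, and 83 in that order of settings. In more than 1 region (4) it was 8 with DESeq2, 8 with edgeR's likelihood ratio test, 7 with library size only, 19 with no CPM minimum, 12 above 1 CPM, 2 above 100 CPM, 0 with a false discovery rate under 0.05, and 9 with the tagwise exact test. The share of higher miRNAs in the cerebellum was 47.1% with TMM, 80.4% with library size only, and 15.2% with upper quartile normalization. The median log2 fold change of all miRNAs there was 0.11, 0.27, and -0.02.

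With each pup left out in turn, the cerebellum count ran from 18 (pup 2) to 82 (pup 6), the striatum/thalamus from 5 (pup 3) to 38 (pup 5), the cortex from 10 to 17, any region from 38 to 103, and more than 1 region from 2 to 11. Of the 5 miRNAs opposite in the cerebellum, from 2 (pup 4) to 5 stayed so in the fits that held all 5, which the fit without pup 5 did not. MiR-1264-3p in the striatum/thalamus without pup 5, and miR-3963 in the cerebellum without pup 1 and in the cortex without pup 4, fell below 10 CPM. Kept in those fits, their log2 fold changes were 0.62, 0.52, and 2.27, and the p-value of the last alone was under 0.05. The interaction count ran from 12 (pup 2) to 60 for cortex against cerebellum (51), from 33 to 69 for striatum/thalamus against cerebellum (59), from 3 to 13 for cortex against striatum/thalamus (7), and from 26 to 86 for the forebrain mean (70). The clustering separation ran from 0.518 (pup 4) to 1.53 (pup 1) and was weaker without pup 4 and without pup 7 (0.566). The correlation of fold changes ran from -0.13 to 0.00317 for cerebellum and striatum/thalamus (-0.0962), from -0.14 (pup 1) to 0.30 for cerebellum and cortex (0.14), and from 0.135 (pup 4) to 0.452 for striatum/thalamus and cortex (0.38).

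Above 100 CPM the interaction count was 32 for cortex against cerebellum and 3 for cortex against striatum/thalamus. With the pup as a replicate block the counts were 66 for cortex against cerebellum, 75 for striatum/thalamus against cerebellum, 8 for cortex against striatum/thalamus, and 90 for the forebrain mean, and with the block and the GC correction 54, 76, 8, and 82. The block took the forebrain difference of miR-1298-5p to an adjusted p-value over the 9 miRNAs of 0.106 in edgeR. In the clustering of HIBI samples by region the separation was 1.64 and weaker on unscaled log2 ratios, and over all miRNAs the largest branch of cerebellum libraries held 1. Complete linkage leaves the distances as they are. Of the 5 lists past the threshold with camera, 0 passed with fry, 0 with an estimated correlation, and 1 with the members not in Figure 1; at an unadjusted p-value under 0.05, fry kept the erythrocyte list in the cerebellum (0.0118) and the late entries in the cortex (0.0187). The correlation of the injury effect between regions: cerebellum and striatum/thalamus, was 0.0363 with no CPM minimum and 0.0373 with the tagwise exact test, and the correlation of the injury effect between regions: cerebellum and cortex, was -0.0407 with limma-voom and -0.26 above 100 CPM.

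These log2 fold changes changed sign, some of them near 0 and others, such as those of miR-6240 and of miR-182-5p in the cortex, not. The value of miR-1264-3p, cerebellum (-0.00273) was 0.000492 with edgeR's exact test and with the likelihood ratio test, 0.20 with library size only, 0.0161 with all 24 libraries, 0.0449 with the pup term, and from -0.31 to 0.46 with a pup left out. That of miR-342-3p, cerebellum (-0.04) was 0.11 with library size only, 0.00182 with all 24 libraries, and from -0.36 to 0.21 with a pup left out, and in the cortex from -0.0304 to 0.56. MiR-5126 in the striatum/thalamus was -0.13 with the GC correction and from -0.13 to 0.45 with a pup left out. That of miR-6240, cerebellum was -0.0599 with limma-voom and from -0.93 (pup 1) to 2.16. With a pup left out, miR-410-5p in the striatum/thalamus ran from -0.69 to 0.0317, miR-125a-5p there from -0.0660 to 0.30, miR-2137 there from -0.21 to 0.52 and in the cortex from -0.0368 to 0.32, and miR-182-5p in the cortex from -1.25 to 0.37 (pup 2). Of the miRNAs measured by qPCR, miR-155-5p was 0.0827 with the GC correction and from -0.36 to 0.27, miR-128-2-5p ran from -0.25 to 0.16, and miR-6240 from -0.22 (pup 1) to 1.45. In the fold changes of the miRNAs measured by qPCR, striatum/thalamus: miR-6240 was 0.71 with no CPM minimum for any miRNA (edgeR p-value 0.0392, past the threshold) and 0.73 when kept beside the miRNAs above the minimum (edgeR p-value 0.350). The first was the first reading of the design, and the second was settled on after both had been seen. Pseudocounts of 0.1 and 10 were not run, since counts were deposited. Low counts limit miR-1969, miR-1264-3p, and miR-3963, among others.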

Differences from the paper's values

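The paper gives 3 miRNAs lower in the cortex, and 1 was counted here. A count was taken as near the paper's when the larger was at most 1.5 times the smaller, so 2 and 4 were taken as near 3. The value came that near under DESeq2 (2), edgeR's exact test (2), edgeR's likelihood ratio test (3), limma-voom (3), no fold change criterion (4), and without pup 1 (2), 4 (3), 5 (3), 7 (2), or 8 (3), all set before the data were examined. It also did under the exact test with tagwise dispersion on all mouse entries (2) and a term for pups 1 to 4 against 5 to 8 (3), which were chosen after the values were seen. It did not under RLE size factors (1), library size only (1), upper quartile normalization (1), no CPM minimum before the fit (6), an average above 100 CPM (0) or above 1 CPM (9), a false discovery rate under 0.05 (0, with 19 miRNAs of either direction at an unadjusted p-value under 0.05), all 24 libraries in 1 fit (1), the GC correction (1), or without pup 2 (0), 3 (0), or 6 (1).

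The paper gives 9 miRNAs in more than 1 region, and 4 were counted here. By the same rule, a factor of at most 1.5, the count came near the paper's under DESeq2 (8), edgeR's exact test (6), edgeR's likelihood ratio test (8), library size only (7), an average above 1 CPM (12), all 24 libraries in 1 fit (6), the GC correction (6), and without pup 1 (8), 5 (6), or 7 (11). None of these gave 9. The paper's number was reached with the exact test with tagwise dispersion on all mouse entries (9), which was chosen after the values were seen. Its log2 fold changes and p-values differed from those of the authors' deposited table by at most 0.0116 and 0.151 on the 1531 mouse entries, and by at most 0.00785 and 0.0110 when fitted on all 1551 entries. On the mouse entries it counted 38, 13, and 20 miRNAs in the cerebellum, striatum/thalamus, and cortex, the same numbers as that table under the same criteria. The count did not come near the paper's under limma-voom (3), RLE size factors (5), upper quartile normalization (5), no CPM minimum before the fit (19), an average above 100 CPM (2), a false discovery rate under 0.05 (0), no fold change criterion (4), or without pup 2 (2), 3 (2), 4 (4), 6 (4), or 8 (5), nor under the term for pups 1 to 4 against 5 to 8 (5), chosen after the values were seen.

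For the miRNAs measured by qPCR in the striatum/thalamus, the paper prints a pair of values for each, and for all but miR-6240 its wording leaves open which of the pair is from miRNA-Seq. Read with the second of the pair as miRNA-Seq, the paper's log2 fold change of miR-155-5p is -0.98, and it was -0.10 here. Of the alternatives set before the data were examined, the fits without pup 2 (-0.36), 5 (-0.30), 7 (-0.30), or 8 (-0.16) came within the replicate SD of the paper's value, and the others did not. The term for pups 1 to 4 against 5 to 8 (-0.21), chosen after the values were seen, also did. For miR-335-5p the paper's value is -2.35 and the value here was -0.37. No alternative closed that gap. Read with the first of the pair as miRNA-Seq, the paper's values are -0.50 for miR-155-5p and -0.54 for miR-335-5p. The values here differ from those by less than the replicate SD (0.861 and 0.520), a wide tolerance for the same libraries. The authors' deposited table gives -0.11 and -0.38, which equal neither reading, so the reading of the pair does not fully settle either difference. For miR-6240, where the paper names the miRNA-Seq value, the paper prints 0.10 and the deposited table 0.71.

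The paper shows miRNAs in Figure 1 that were not counted here, all with the same direction of change. The settings that counted each were as follows. In the cerebellum, miR-6240 was counted with no CPM minimum before the fit and with the exact test with tagwise dispersion. MiR-154-5p and miR-1934-5p, and miR-26a-2-3p in the cortex, were counted with an average above 1 CPM. MiR-384-3p was counted with DESeq2, no CPM minimum, an average above 1 CPM, all 24 libraries in 1 fit, the tagwise exact test, and the pup term. MiR-335-5p was counted with DESeq2, edgeR's exact and likelihood ratio tests, library size only, no CPM minimum, an average above 1 CPM, all 24 libraries in 1 fit, the tagwise exact test, and the pup term. MiR-320-3p was counted with DESeq2, RLE size factors, upper quartile normalization, no CPM minimum, an average above 100 or above 1 CPM, no fold change criterion, and the tagwise exact test. MiR-204-5p was counted with DESeq2, edgeR's exact and likelihood ratio tests, upper quartile normalization, no CPM minimum, an average above 1 CPM, all 24 libraries in 1 fit, the GC correction, and the tagwise exact test. MiR-34b-3p was counted with DESeq2, upper quartile normalization, no CPM minimum, all 24 libraries in 1 fit, the tagwise exact test, and the pup term. MiR-486a-3p was counted with DESeq2, edgeR's likelihood ratio test, limma-voom, upper quartile normalization, no CPM minimum, an average above 1 CPM, the tagwise exact test, and the pup term. MiR-5100 in the striatum/thalamus was counted with DESeq2, edgeR's exact and likelihood ratio tests, library size only, no CPM minimum, an average above 1 CPM, all 24 libraries in 1 fit, and the tagwise exact test. In the cortex, miR-6937-5p was counted with edgeR's exact and likelihood ratio tests, no CPM minimum, an average above 1 CPM, the tagwise exact test, and the pup term. MiR-1264-3p was counted with edgeR's exact and likelihood ratio tests, limma-voom, no CPM minimum, an average above 1 CPM, the GC correction, and the tagwise exact test. MiR-6238 was counted with limma-voom, no CPM minimum, and the tagwise exact test. MiR-3473b was counted with edgeR's exact and likelihood ratio tests, RLE size factors, library size only, no CPM minimum, an average above 1 CPM, the GC correction, the tagwise exact test, and the pup term. MiR-448-3p was counted with DESeq2, no CPM minimum, the tagwise exact test, and the pup term. MiR-410-5p was counted with DESeq2, edgeR's likelihood ratio test, limma-voom, no CPM minimum, an average above 1 CPM, the tagwise exact test, and the pup term. The tagwise exact test on all mouse entries and the pup term (pups 1 to 4 against 5 to 8) were chosen after the values were seen. Fits that left out 1 pup counted miR-6240 (pup 1, 5, or 7), miR-154-5p (2 or 3), miR-384-3p (1 or 6), miR-335-5p (1, 4, or 8), miR-320-3p (1, 4, 6, 7, or 8), miR-204-5p (6, 7, or 8), miR-34b-3p (1 or 6), miR-486a-3p (1 or 6), miR-5100 (7), miR-6937-5p (3 or 7), miR-1264-3p (2, 4, 5, or 6), miR-6238 (3 or 5), miR-3473b (1, 4, or 8), miR-448-3p (4 or 6), and miR-410-5p (7). Without pup 1, miR-6240 was counted as lower in the cerebellum, opposite to Figure 1.

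The paper states that miR-410-5p, miR-1264-3p, and miR-34b-3p are affected in multiple regions. Here each was counted in 1 region. The paper states an inverse direction of miR-1264-3p in the cerebellum, where its log2 fold change was -0.00273 (standard error 0.529).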

Other observations

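Chosen after the result was seen were the tests of library totals, the ratio form of the blood and muscle tests, every minimum of shared genes for the late entries other than 1, and the counts over splits of the pups for any region and for more than 1 region.

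Of the 35 splits of the 8 pups, the true groups included, 10 gave at least as many miRNAs as the true groups for the cortex, 14 for any region, and 17 for more than 1 region. The largest count in the cerebellum, 87, came from pups 1 to 4 against pups 5 to 8. Whether those pups differ in litter or library batch was not analysed here. The fold changes of the striatum/thalamus and cortex had a correlation as high in 7 of 35 splits, so animals shared by the regions may account for it. When selection and clustering were run again, 18 of 70 arrangements separated the cerebellum as much. Their lists differed in length, which moves the distances, so whether selection of the miRNAs contributes to the separation stays open.

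After each library was corrected for a GC trend, 42 miRNAs were called in the cerebellum (17 higher and 25 lower), among them 27 of the 34. A trend with the GC content used here thus does not account for those 27, but the list did change. That GC content is of a part of the hairpin and not of the mature miRNA, so an effect of GC content is not excluded. The Spearman correlation of fold change with GC content was -0.20 in the cerebellum, 0.28 in the striatum/thalamus, and 0.25 in the cortex, reached by 18, 16, and 12 of 35 splits.

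The imprinted cluster on chromosome 12 was higher in the HIBI cerebellum in 57 of 60 members, with a median log2 fold change of 0.47, and camera gave a p-value of 6.5e-12. It was 0.60 with library size only and 0.36 with upper quartile normalization, 0.34 to 0.38 above the median of all miRNAs under the scalings, and 0.35 to 0.63 with a pup left out. By fry, which allows for the correlation of members, the value was 0.104 and with an estimated correlation 0.131, so a joint change of the cluster and a shift shared by a few libraries cannot be told apart. In the other regions, 23 of 69 members (striatum/thalamus) and 23 of 68 (cortex) were higher. With a pup left out, the striatum/thalamus ran from 23 of 68 (pup 3) to 37 of 69 (pup 4). The cortex ran from 19 of 70 (pup 1) to 34 of 69 (pup 6).

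The choroid plexus and ciliated epithelium list was lower in the cerebellum (median -0.63, 0 of 6 higher; -0.20 without pup 2) and higher in the striatum/thalamus (0.64, 6 of 7 higher; 0.34 without pup 5), with 4 of 5 higher in the cortex. Its most abundant member, miR-204-5p, was at 3917 CPM in the cerebellum. Less choroid plexus in the HIBI cerebellum libraries may explain the fall, but the members not shown in Figure 1 gave a camera p-value of 0.526, and 3 of the 6 had been picked from these libraries by the study, which leaves it open. For the erythrocyte list (median -0.85 in the cerebellum, 4 of 4 lower), miR-451a (242 CPM) changed by -0.23 and miR-486a-5p (659 CPM) by -0.86. The ratio of miR-451a to miR-486a-5p differed by 0.70 (exact permutation p = 0.343), so less blood in the HIBI libraries cannot be told apart from a change of miR-486 itself. Of 4 members, 2 were higher in the striatum/thalamus and 1 in the cortex. For muscle, miR-1a-3p (141 CPM) rose by 1.05 while miR-206-3p (353 CPM) changed by -0.53, and their ratio differed by -1.45 (exact permutation p = 0.143), which does not decide whether muscle was carried over. The muscle list in the cerebellum had 2 of 3 members higher.

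Late miRBase entries were higher in the cortex in 28 of 40 cases (median 0.18, with 0.10 without pup 1 and 0.33 without pup 5). Of those not in Figure 1, 17 of 29 were higher there (median 0.05, camera p-value 0.131). In the striatum/thalamus 32 of 53 were higher, from 25 of 50 (without pup 1) to 38 of 50 (without pup 8). In the cerebellum 23 of 42 were higher, from 14 of 41 (without pup 1) to 28 of 44 (without pup 7). If fragments of other RNAs were the source, entries whose hairpins share sequence with other genes should rise more. With at least 1 other gene, as set before, 19 entries had a median of 0.41 and 19 had 0.15 (permutation p = 0.290), which leaves it open. With at least 2, 5, 10, and 20 other genes, 12, 6, 6, and 4 entries shared sequence, and permutation p = 0.0253, 0.00691, 0.00691, and 0.0616 (adjusted over the 5 minimums 0.0422, 0.0173, 0.0173, and 0.0770). A minimum of 10 had first been used, after the counts of shared genes and the calls had been seen, and so carries no weight of its own. Lower library totals may be another source. The mean level of late entries had Pearson's r of -0.549 with the library total (exact permutation p = 0.164; Spearman's rho -0.5, exact permutation p = 0.216) over 8 cortex libraries, and r of -0.0547 without the 2 farthest libraries, so it rests on those.

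The Htr2c cluster was higher in the cortex in 5 of 6 members (median 0.53, with 0.35 without pup 3 and 0.87 without pup 6). Camera gave an adjusted p-value of 0.0350 there and fry a p-value of 0.313, and 3 of the 6 are in Figure 1 for the cortex. In the striatum/thalamus 4 of 6 were higher (median 0.47), and in the cerebellum 2 of 6 (median -0.13). Without pup 5 the striatum/thalamus had 2 of 5 higher (median -0.32). Without pup 2 the cerebellum had 4 of 6 higher (median 0.25). MiR-210-3p, as a sign of hypoxia, had log2 fold changes of 0.14, 0.97, and -0.48 in the cerebellum, striatum/thalamus, and cortex at 6.71, 2.49, and 4.60 CPM, and its smallest edgeR p-value was 0.252. The locus of miR-132 and miR-212, as a sign of neuronal activity, had a smaller camera p-value of 0.661 in the forebrain regions, with 3 of 4 members higher in the striatum/thalamus and 2 of 4 in the cortex, and 4 of 4 in the cerebellum. No rise of miR-210-3p was detected. Its standard errors were 0.63 in the cerebellum, 0.81 in the striatum/thalamus, and 0.49 in the cortex, so a rise of about that size is not excluded. The locus of miR-132 and miR-212 was well covered, and its most abundant member, miR-132-3p, changed by 0.26 (standard error 0.192) at 2554 CPM in the striatum/thalamus and by -0.14 (standard error 0.148) at 3084 CPM in the cortex, so no rise was seen there and a small one is not excluded.

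The 10 most abundant miRNAs held 58.0 ± 1.97% of counts in the sham cerebellum and 53.5 ± 1.28% in the HIBI cerebellum (SD, n = 4, exact permutation p = 0.0286, adjusted over 12 comparisons 0.343), and no biological explanation was tested.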
